# *Adamdec1*, *Ednrb and Ptgs1*/*Cox1*, inflammation genes upregulated in the intestinal mucosa of obese rats, are downregulated by three probiotic strains

**DOI:** 10.1038/s41598-017-02203-3

**Published:** 2017-05-16

**Authors:** Julio Plaza-Díaz, Cándido Robles-Sánchez, Francisco Abadía-Molina, Virginia Morón-Calvente, María José Sáez-Lara, Alfonso Ruiz-Bravo, María Jiménez-Valera, Ángel Gil, Carolina Gómez-Llorente, Luis Fontana

## Abstract

We have previously reported that administration of *Lactobacillus paracasei* CNCM I-4034, *Bifidobacterium breve* CNCM I-4035 and *Lactobacillus rhamnosus* CNCM I-4036 to obese Zucker-Lepr^*fa*/*fa*^ rats attenuates liver steatosis and exerts anti-inflammatory effects. The goal of the present work was to investigate the modulation of gene expression in intestinal mucosa samples of obese Zucker-Lepr^*fa*/*fa*^ rats fed the probiotic strains using a DNA microarray and postgenomic techniques. We also measured secretory IgA content in the gut and lipopolysaccharide (LPS)-binding protein (LBP) in serum. Expression of three genes (*Adamdec1*, *Ednrb* and *Ptgs1*/*Cox1*) was up-regulated in the intestinal mucosa of the obese rats compared with that in the rats when they were still lean. Probiotic administration down-regulated expression of *Adamdec1* and *Ednrb* at the mRNA and protein levels and that of *Ptgs1*/*Cox1* at the mRNA level, and this effect was in part mediated by a decrease in both macrophage and dendritic cell populations. Probiotic treatment also increased secretory IgA content and diminished the LBP concentration. Based on results reported in this work and else where, we propose a possible mechanism of action for these bacterial strains.

## Introduction

Metabolic syndrome, better referred to as insulin resistance syndrome (IRS), was originally defined as concomitant hyperlipidemia, hypertension, insulin resistance and obesity^1, 2^. IRS often precedes the onset of type 2 diabetes and increases the risk of cardiovascular disease^3, 4^; accordingly, IRS has reached pandemic levels and become a major public health concern. The Zucker rat shows many of the features of IRS; therefore, it is one of the most commonly used genetic models of this syndrome^4^. Zucker-Lepr^*fa*/*fa*^ rats exhibit obesity, hyperglycemia, insulin resistance, hypercholesterolemia, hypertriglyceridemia, and elevated serum free fatty acid concentrations in contrast to Zucker lean Lepr^+/*fa*^ rats. In addition, Zucker-Lepr^*fa*/*fa*^ rats have hepatic steatosis, as well as elevated serum AST and ALT activities, indicating that the liver component of IRS is also present in this model^5^.

Probiotics are live microorganisms that, when consumed in adequate amounts, confer a health effect on the host^6^. Beneficial effects of probiotics have been reported in allergy, intestinal-related diseases, chronic liver disease, urinary tract infections and respiratory infections, among others^7^. Lactobacilli and bifidobacteria are the genera most frequently used as probiotics. A variety of mechanisms underlying their beneficial effects have been proposed: modification of the gut microbiota, competitive adherence to the mucosa and epithelium, strengthening of the gut epithelial barrier and modulation of the immune system to convey an advantage to the host^8^.

Some authors have described the modulation of gene expression by probiotics. Dykstra *et al*.^9^ reported the induction of the gene coding for mucin 3 (*Muc3*) in the small intestine of rats fed *Lactobacillus plantarum* 299 v, *Lactobacillus rhamnosus* R0011, or *Bifidobacterium bifidum* R0071. Ohtsuka *et al*.^10^ administered *Bifidobacterium breve* M-16V to rat pups during the newborn period and found a lower expression of various inflammation-related genes in the colon.

We have previously reported that the administration of three probiotic strains (*Lactobacillus paracasei* CNCM I-4034, *Bifidobacterium breve* CNCM I-4035 and *Lactobacillus rhamnosus* CNCM I-4036) to healthy human volunteers for 30 days is totally safe^11^ and that their administration for the same period of time to obese Zucker rats attenuates the accumulation of fat in the rats’ liver and exerts anti-inflammatory effects such as lower serum concentrations of tumor necrosis factor (TNF)-α, interleukin (IL)-6 and bacterial lipopolysaccharide (LPS)^5^.

The goal of the present study was to investigate whether these bacterial strains may modulate the gene expression of the intestinal mucosa. For this purpose and with the help of DNA microarray technology, we began by studying the modulation of a great number of genes in intestinal mucosa samples from obese Zucker rats. Subsequent validation of candidate genes by postgenomic techniques narrowed the number of genes affected by the three probiotic strains down to 12. Of these 12 genes, we focused on 3: ADAM-like protein decysin-1 (*Adamdec1*, a gene encoding a metalloprotease whose expression increases in dendritic cell maturation), endothelin receptor type B (*Ednrb*, a gene encoding a G-protein-coupled receptor that nonspecifically binds to endothelin-1, -2 and -3, with a potential role in vasoconstriction/vasodilation and cell proliferation), and cyclooxygenase (COX)-1 (*Ptgs1*/*Cox1*, a gene encoding an enzyme that participates in prostaglandin synthesis). These three genes were found to be overexpressed in the intestinal mucosa of obese Zucker-Lepr^*fa*/*fa*^ rats. Our results also show that *L*. *paracasei* CNCM I-4034, *B*. *breve* CNCM I-4035 and *L*. *rhamnosus* CNCM I-4036 were able to inhibit expression of *Adamdec1* and *Ednrb* at the mRNA and protein levels, as well as expression of *Ptgs1*/*Cox1* at the mRNA level, in the intestinal mucosa of the obese Zucker-Lepr^*fa*/*fa*^ rats.

## Results

In this work, we investigated whether the administration of the probiotic strains *Lactobacillus paracasei* CNCM I-4034, *Bifidobacterium breve* CNCM I-4035 and *Lactobacillus rhamnosus* CNCM I-4036 modulate the expression of genes in the intestinal mucosa of obese Zucker-Lepr^*fa*/*fa*^ rats. For this purpose, over 27,000 rat genes were studied using a DNA array. 

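RNA of the intestinal mucosa of 32 male rats was measured, with 1 array per rat. The rats were 4 Zucker lean Lepr +/*fa (ZL) rats and 4 Zucker-Lepr fa*/*fa (ZO) rats at baseline, 4 ZL rats and 4 ZO rats after 30 days of placebo, and 16 ZO rats after 30 days of a probiotic. The labels of these 16 rats name no strain, so the 16 rats formed 1 group. The Affymetrix Rat Gene 1.1 ST array reads each transcript with a probe set, a group of short probes whose signals are combined into 1 value. The authors made the values with RMA, which subtracts background, gives the probe signals of all arrays the same distribution and summarises each probe set on a log2 scale. The deposited score of a probe set had lost its decimal point in nearly all of the 934848 values. The point was put back after the first digit, or after the second digit where the first 2 digits were 10 to 13. The values then ran from 1.58 to 13.5, and the lowest Pearson correlation between any pair of arrays, taken across probe sets, went from 0.564 to 0.979. Array medians lay between 4.79 and 4.97, and for arrays the number of rats limits the precision. Of 29214 probe sets, 18644 carry 1 gene symbol, for 17245 genes. *Ednrb* was not analysed here. All probe sets were tested with limma in 1 model of the 5 groups, with p values adjusted by the Benjamini-Hochberg method over all probe sets and a threshold of 0.05. A gene with several probe sets is given by the probe set with the highest mean. Besides single genes, 33 lists of cell type markers, pathways and genes of the study were tested with camera, which compares the genes of a list with all other genes under a preset correlation between genes of 0.01. Each call of a list was set beside the p obtained with a correlation estimated from these arrays. The 1st principal component held 15.6% of the variance between arrays, and 80.6% of it lay between the 5 groups (permutation test, p = 0.0001, the smallest that the permutations drawn can give).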

The analysis of the results revealed effects due to the obese phenotype and others due to probiotic administration.

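After 30 days of placebo, genes of fatty acid oxidation were higher in the mucosa of ZO rats than in that of ZL rats. *Acot1*, a thioesterase that acts on long-chain acyl-CoA, stood at 6.32 ± 0.50 (SD, n = 4 rats) on the log2 scale in ZO rats and at 3.62 ± 0.07 (SD, n = 4) in ZL rats, 6.49-fold higher (limma, adjusted p = 0.00198). *Eci1*, an isomerase of the oxidation of unsaturated fatty acids, stood at 10.88 ± 0.15 (SD, n = 4) and 8.53 ± 0.41 (SD, n = 4), 5.09-fold higher (limma, adjusted p = 4.9e-05). *Hsd3b2*, a hydroxysteroid dehydrogenase, was 13.4-fold higher, at 8.29 ± 0.30 (SD, n = 4) and 4.55 ± 0.74 (SD, n = 4). *Bco2*, an enzyme that cleaves carotenoids, was lower in ZO rats, with a log2 fold change of -1.63 (standard error 0.23, limma adjusted p = 0.00022). Of 13 measured genes of fatty acid oxidation, 11 were higher in ZO rats and 0 lower (12 higher when adjusted over the list alone), with a median log2 fold change of 0.73. The list was higher than the other genes (camera, adjusted p = 1.5e-24), and this call held with adjusted p = 0.0202 with an estimated correlation. *Angptl4*, an inhibitor of lipoprotein lipase, had a log2 fold change of 1.99 (standard error 0.37).

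**Figure D1:**
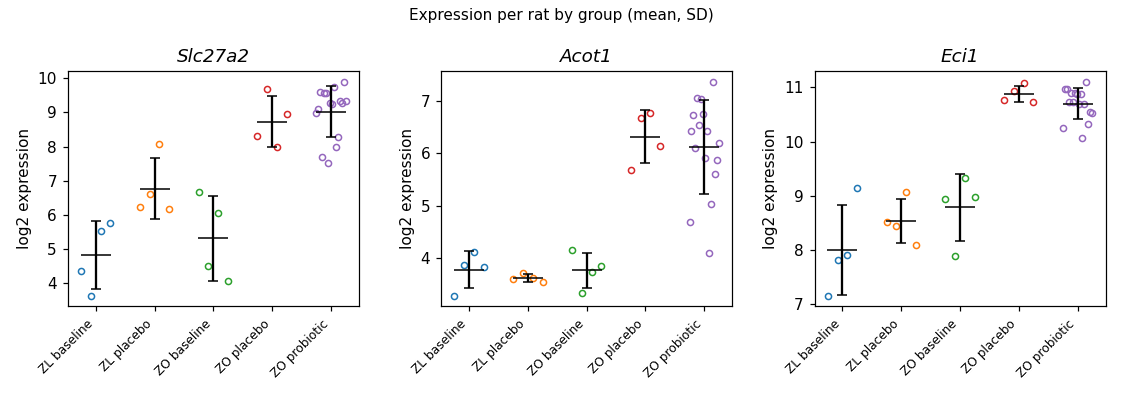
Expression of *Slc27a2*, *Acot1* and *Eci1* on the log2 scale (vertical axis) by group (horizontal axis). Each circle is 1 rat, and bars give the mean ± SD. *Eci1* lies between 10.74 and 11.07 in the 4 ZO rats on placebo and between 8.09 and 9.07 in the 4 ZL rats on placebo.

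In all, 160 probe sets were higher in ZO rats and 144 lower with limma, against 86 and 32 in a limma model of only these 2 groups, 343 and 330 with array weights, and 36 and 9 with the last digit of the rat number as a block. The other named genes with the largest differences were *Chrna2*, a subunit of nicotinic acetylcholine receptors (log2 fold change 2.29), and *Best2*, a bestrophin channel (2.12). On the lower side they were the cytokine gene *Il18* (-1.24), the formin gene *Inf2* (-1.26), the stearoyl-CoA desaturase gene *Scd2* (-1.29) and the amino acid transporter gene *Slc7a15* (-1.52). Their adjusted p values lay between 0.000167 and 0.0444. Of 14 prostaglandin and leukotriene genes, 1 was higher (*Hpgd*, which degrades prostaglandins, log2 fold change 0.49), 0 were lower and 13 did not pass (1 higher and 2 lower when adjusted over the list alone). Their median log2 fold change was -0.38, and the list was lower (camera, adjusted p = 0.0207), with adjusted p = 0.55 with an estimated correlation. None of 14 macrophage markers passed the test (2 lower when adjusted over the list alone), with a median log2 fold change of -0.37. This list was lower with adjusted p = 0.00798 (camera), and adjusted p = 0.771 with an estimated correlation. Of 11 mast cell markers, 1 was lower, *Cma1*, which encodes a chymase (log2 fold change -0.38, also the only member when adjusted over the list alone). The mast cell list was lower with adjusted p = 0.0235 (camera), and adjusted p = 0.748 with an estimated correlation. None of 12 enteroendocrine markers passed (3 higher when adjusted over the list alone). Their list was higher with adjusted p = 0.00125 (camera), and adjusted p = 0.215 with an estimated correlation. Of 15 interferon-stimulated genes and 14 tight junction genes none passed (2 and 1 higher when adjusted over the list alone), and the lists were higher with adjusted p = 0.00125 and 0.00535 (camera), and adjusted p = 0.748 and 0.271 with an estimated correlation. None of 8 goblet cell markers passed (3 higher when adjusted over the list alone), and their list was higher with adjusted p = 0.00365 (camera), and adjusted p = 0.215 with an estimated correlation. Of 12 dendritic cell markers and 12 cell division genes none passed (3 and 0 lower when adjusted over the list alone), and the lists were lower with adjusted p = 0.0175 and 0.00798 (camera), and adjusted p = 0.748 and 0.771 with an estimated correlation.
The array of ZL placebo rat C13 differed from the other 31 arrays in genes that vary along the gut, such as *Fabp6*, an ileal bile acid-binding protein, at 8.71 against a mean of 13.20, and the enteroendocrine gene *Pyy*, at 5.17 against 9.36. The number of probe sets past the threshold was 187 without C13, 115 without ZL placebo rat C16, and 151, 141 and 128 without ZO placebo rats Z11, Z13 and Z15. The calls of *Best2*, *Inf2* and *Cma1* ended without C13 or C16, and those of *Scd2* and *Slc7a15* without C16, and without C13 the mast cell, dendritic cell and tight junction lists had adjusted p = 0.0919, 0.0684 and 0.0983 (camera), while 3 other lists passed.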

### Intestinal gene expression in the obese phenotype compared with the lean phenotype

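Over the 30 days on placebo, the fatty acid genes *Slc27a2* and *Decr1* rose in the mucosa of ZO rats, and the epithelial gene *Duoxa2* fell. *Slc27a2*, a fatty acid transport protein and acyl-CoA synthetase, rose 10.7-fold, from 5.32 ± 1.25 (SD, n = 4 rats) on the log2 scale at baseline to 8.73 ± 0.75 (SD, n = 4) after placebo (limma, adjusted p = 0.00171). *Decr1*, a reductase of the oxidation of unsaturated fatty acids, rose 2.98-fold, from 7.92 ± 0.43 (SD, n = 4) to 9.49 ± 0.14 (SD, n = 4; limma, adjusted p = 0.00265). *Duoxa2*, the maturation factor of the hydrogen peroxide-producing enzyme DUOX2, fell from 10.30 ± 1.28 (SD, n = 4) to 6.40 ± 0.39 (SD, n = 4), a log2 fold change of -3.90 (standard error 0.81, limma adjusted p = 0.00909). *Nos2*, the inducible nitric oxide synthase, had a log2 fold change of -1.72 (standard error 0.40, limma adjusted p = 0.0206). Of the 29214 probe sets, 202 rose and 196 fell with limma, against 540 and 691 with array weights. With the last digit of the rat number as a block, 0 rose and 0 fell, with 3198 at an unadjusted p under 0.05. The groups share only 2 last digits, so this block leaves few rats to compare and its 0 decides little. Of the 13 genes of fatty acid oxidation, 8 rose and 0 fell (11 rose when adjusted over the list alone), with a median log2 fold change of 0.65 and log2 fold changes of 2.55 for *Acot1* and 1.82 for *Angptl4*. The list rose with adjusted p = 5.1e-19 (camera), and adjusted p = 0.0682 with an estimated correlation. The other genes with the largest rises were *Hsd3b2* (log2 fold change 2.39), *Eci1* (2.10), *Chrna2* (2.00), the sodium-glucose cotransporter family gene *Slc5a4* (1.99), the phospholipase gene *Abhd3* (1.76) and the retinol dehydrogenase gene *Rdh7* (1.59). The other genes with the largest falls were *Plet1*, an epithelial surface protein (-2.07), the mitochondrial carbonic anhydrase gene *Car5b* (-1.83), the hemoglobin genes *Hbb-b1* (-1.58) and *Hbb* (-1.49), the goblet cell marker *Spink4* (-1.58), the granzyme gene *Gzmbl1* (-1.54), the kinase gene *Alpk1* (-1.50) and *Fam3d* (-1.45). The adjusted p values of these 20 genes (limma) lay between 0.000175 and 0.0367. Of 12 cell division genes, 1 fell, the replication gene *Mcm5* (log2 fold change -0.85), 0 rose and 11 did not pass (11 fell when adjusted over the list alone). Their list fell with adjusted p = 6.2e-08 (camera), and adjusted p = 0.229 with an estimated correlation. Of 10 MHC class II genes, which present antigen, 3 rose and 0 fell (6 rose when adjusted over the list alone), among them *RT1-Da* (log2 fold change 0.96) and *RT1-Db1* (0.76). Their list rose with adjusted p = 3.8e-07 (camera), and adjusted p = 0.0746 with an estimated correlation. Of 9 fatty acid synthesis genes, 1 fell, the desaturase gene *Fads1* (log2 fold change -0.86), and 8 did not pass (5 fell when adjusted over the list alone). This list fell with adjusted p = 3.9e-05 (camera), and adjusted p = 0.0734 with an estimated correlation. Of 18 inflammatory mediator genes, 2 fell, *Nos2* and *Il18* (log2 fold change -1.39), and 0 rose (3 fell when adjusted over the list alone). Their list fell with adjusted p = 0.0322 (camera), and adjusted p = 0.403 with an estimated correlation. Among cell type markers, 2 of 10 enterocyte markers rose, the fructose transporter gene *Slc2a5* (log2 fold change 0.96) and the fatty acid-binding protein gene *Fabp1* (0.25), and 0 fell (3 rose when adjusted over the list alone). The enterocyte list rose with adjusted p = 1.2e-05 (camera), and adjusted p = 0.0746 with an estimated correlation. Of 5 red blood cell markers, 4 fell (4 when adjusted over the list alone), and the list fell with adjusted p = 3.9e-05 (camera), and adjusted p = 0.0734 with an estimated correlation. Of 12 retinoid metabolism genes, 2 rose, *Rdh7* and the retinal dehydrogenase gene *Aldh1a1* (log2 fold change 1.47), and 0 fell (5 rose when adjusted over the list alone). The retinoid list rose with adjusted p = 0.000235 (camera), and adjusted p = 0.0734 with an estimated correlation. Of 12 fat absorption genes, 1 rose, *Fabp1*, and 0 fell (3 rose when adjusted over the list alone), with adjusted p = 1.9e-06 for the list (camera), and adjusted p = 0.114 with an estimated correlation. Of 10 B and plasma cell markers, 1 rose, the immunoglobulin joining chain gene *Jchain* (log2 fold change 1.48; 1 when adjusted over the list alone), with adjusted p = 0.0102 for the list (camera), and adjusted p = 0.403 with an estimated correlation. None of 14 macrophage markers and none of 12 dendritic cell markers passed (0 when adjusted over the list alone in each). Of these, 11 and 7 had a positive log2 fold change, with medians of 0.19 and 0.13. Neither list passed (camera, adjusted p = 0.134 and 0.213, or 0.681 and 0.678 with an estimated correlation). None of 15 interferon-stimulated genes passed (0 when adjusted over the list alone), and their list rose with adjusted p = 0.00877 (camera), and adjusted p = 0.522 with an estimated correlation. None of 10 antimicrobial peptide genes and none of 11 LPS sensing genes passed (3 and 2 lower when adjusted over the list alone), and the lists fell with adjusted p = 0.00702 and 0.0119 (camera), and adjusted p = 0.114 and 0.24 with an estimated correlation. Of 4 genes that the study lists as induced by a probiotic, 2 fell, *Hbb* and *Hbb-b1* (3 when adjusted over the list alone). That list, chosen on these samples and so not independent evidence, fell with adjusted p = 0.000627 (camera), and adjusted p = 0.0734 with an estimated correlation.
Without single rats of the 2 groups the number of probe sets past the threshold was 259 (Z1), 255 (Z2), 254 (Z4), 184 (Z13), 172 (Z15) and 216 (Z16). Without Z15 the calls of *Rdh7*, *Abhd3*, *Nos2*, *Gzmbl1*, *Car5b*, *Spink4*, *Hbb*, *Hbb-b1*, *RT1-Db1*, *Slc2a5*, *Fabp1*, *Fads1*, *Mcm5*, *Aldh1a1* and *Jchain* ended, as that of *Slc5a4* did without Z13, and the study chose *Hbb*, *Hbb-b1*, *Aldh1a1* and *Jchain* against these placebo arrays, so their direction is not independent evidence. The paper takes ZO rats at baseline as the lean state of the genotype, and the 30 days also hold growth and placebo feeding, which ZL rats share.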

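In the lean control, ZL rats over the same 30 days of placebo, *Akr1c19* and *Maob* rose, and these calls held without each single rat. They ended in a model of only the 2 ZL groups and with the last digit of the rat number as a block. Another split of the same arrays gave 510 probe sets past the threshold, against 266 for the real groups, so chance cannot be excluded. *Akr1c19*, an aldo-keto reductase, rose 2.43-fold, from 7.00 ± 0.11 (SD, n = 4 rats) on the log2 scale to 8.28 ± 0.38 (SD, n = 4; limma, adjusted p = 0.000191). *Maob*, a monoamine oxidase, rose 1.84-fold, from 9.15 ± 0.12 (SD, n = 4) to 10.03 ± 0.19 (SD, n = 4; limma, adjusted p = 0.00335). The epithelial gene *Plet1* had a log2 fold change of -2.05 (standard error 0.43, limma adjusted p = 0.0203). In all, 214 probe sets rose and 52 fell with limma, against 42 and 24 with quantile normalization, 52 and 33 with arrays centred on their median, and 61 and 12 with array weights. A limma model of only the 2 ZL groups and the last digit of the rat number as a block each gave 0 and 0. At an unadjusted p under 0.05 these 2 settings gave 2743 and 4551. The 2 ZL groups share only 2 last digits, so the block leaves few rats to compare and decides little. The other genes with the largest changes were *Akr1c13* (log2 fold change 1.09), the racemase gene *Amacr* (0.96) and the killer cell receptor gene *Klrb1b* (0.89), and on the lower side *Cyp24a1*, which degrades vitamin D (-1.30), the zinc transporter gene *Slc39a4* (-0.92), the metal transporter gene *Slc30a10* (-0.75) and *Atp23* (-0.73). *Ccdc117*, which the study names, rose by 0.78 on the log2 scale (adjusted p = 0.0397 from limma). Of the 10 MHC class II genes, 2 rose, *RT1-Da* (log2 fold change 0.84) and *Cd74* (0.42), and 0 fell (7 rose when adjusted over the list alone). The list rose with adjusted p = 1.6e-05 (camera), and adjusted p = 0.638 with an estimated correlation. None of 12 dendritic cell markers passed (6 higher when adjusted over the list alone), while their list rose with adjusted p = 0.0061 (camera), and adjusted p = 0.638 with an estimated correlation. The difference between ZO and ZL rats in the change over 30 days passed for 1 probe set, 10817759, which has no gene symbol and was chosen after its values were seen. It differed by 3.89 on the log2 scale (standard error 0.36, limma adjusted p = 1.8e-07). In ZO rats it rose from 7.80 ± 0.30 (SD, n = 4) to 11.88 ± 0.25 (SD, n = 4). For no gene with a symbol did this difference pass over all probe sets, the smallest adjusted p being 0.0605, for *Hsd3b2* (difference 3.52), *Bco2* (-1.73), *Ndrg3* (-0.92) and *Ramac* (-0.54). With 1 probe set per gene these 4 passed, each with an adjusted p of 0.0468, and in a limma model of only the 4 groups compared *Acot1* passed (adjusted p = 0.00624). At an adjusted p of 0.115 were *Chrna2* (2.10), *Rnf227* (0.51), *Gstt3* (-1.25) and *Pde12* (-0.44). None of the 13 genes of fatty acid oxidation passed the test of this difference (4 higher when adjusted over the list alone), with log2 differences of 2.71 for *Acot1* and 1.41 for *Angptl4*. The list was higher with adjusted p = 1.8e-08 (camera), and adjusted p = 0.763 with an estimated correlation. None of the 12 cell division genes passed this test (0 when adjusted over the list alone), with a median log2 difference of -0.80, and their list was lower with adjusted p = 7.4e-06 (camera), and adjusted p = 0.763 with an estimated correlation.
At baseline, 0 probe sets differed between ZO and ZL rats with limma, 3352 at an unadjusted p under 0.05 where chance gives 1460.7. The unpaired test that the statistics section names for changes over the 30 days gave 1706 unadjusted and 0 adjusted. The smallest p values with a symbol at baseline belonged to *Tars1*, a threonyl-tRNA synthetase gene (log2 fold change 0.46, adjusted p = 0.126 from limma), *Ica1* (0.45), *Fcho2* (0.31), *Ncoa1* (0.30) and *Pde12* (0.30), and to *Rnf227* (-0.40), *Or2z2* (-0.39), *Cib4* (-0.37), *Lrrc8d* (-0.33) and *Vom1r71* (-0.25). Among gene lists at baseline, none of the 13 fatty acid oxidation genes passed (5 higher in ZO rats when adjusted over the list alone), and their list was higher with adjusted p = 0.00233 (camera), and adjusted p = 0.831 with an estimated correlation. The 12 cell division genes and 11 LPS sensing genes (0 passed, and 0 and 2 higher when adjusted over the list alone) were each higher as a list with adjusted p = 0.00728 (camera), and adjusted p = 0.831 and 0.78 with an estimated correlation. So were 15 interferon-stimulated genes, 8 goblet cell markers and 5 red blood cell markers (0 passed, and 1, 2 and 2 higher when adjusted over the list alone), each with adjusted p = 0.0169 (camera), and adjusted p = 0.831, 0.78 and 0.831 with an estimated correlation. The 12 glutathione S-transferase genes (0 passed, and 1 higher when adjusted over the list alone) were higher as a list with adjusted p = 0.044 (camera), and adjusted p = 0.831 with an estimated correlation. None of 14 macrophage markers passed at baseline (0 when adjusted over the list alone), and their list was lower in ZO rats with adjusted p = 0.0169 (camera), and adjusted p = 0.831 with an estimated correlation.
The change in ZL rats was carried by 84 probe sets without rat C13, 82 without C16, 113 without C15, 32 without C1, 81 without C3, 557 without C2 and 1281 without C4, and at baseline 307 differed without C4, 9 without C2 and 2 without Z11, while the difference between genotypes in the change passed for 6 probe sets without C2 or C15, 5 without Z11, 3 without C4 and 2 without C1, Z1 or Z3. Without C13 the calls of *Akr1c13*, *Amacr*, *Klrb1b*, *Cyp24a1*, *Slc39a4*, *Slc30a10*, *Atp23*, *Ccdc117* and *Plet1* ended, as those of *RT1-Da* and *Cd74* did without C1, and without C13 the lists past the threshold were 3 rather than 2 in ZL rats and 7 rather than 2 for the difference between genotypes.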

We found changes in gene expression due to the “obese” condition, that is, when Zucker-Lepr^*fa*/*fa*^ rats at baseline (when they were still lean) are compared with Zucker-Lepr^*fa*/*fa*^ rats that were fed placebo for 30 days. Zucker-Lepr^*fa*/*fa*^ rats were obese in comparison with Zucker lean Lepr^+/*fa*^ rats after 30 days of feeding with the placebo (Zucker-Lepr^*fa*/*fa*^, 294.4 ± 5.7 g versus Zucker lean Lepr^+/*fa*^, 241.5 ± 5.6 g. P < 0.001).

Expression of 6 genes changed when the rats turned obese (Supplementary Table 1). Three of the 6 genes became induced, namely, *Adamdec1*, *Ednrb* and *Ptgs1*/*Cox1*. Protein levels were studied by western blotting and immunofluorescence (Figs 1 and 2). Whereas administration of the placebo did not affect the levels of the proteins encoded by these 3 genes in Zucker lean Lepr^+/*fa*^ (Fig. 1, panels A–C, and Fig. 2), they were increased 3-, 5- and 2.5-fold, respectively, in obese Zucker-Lepr^*fa*/*fa*^ after 30 days of feeding with the placebo (Fig. 1, panels D–F, and Fig. 2).

**Figure 1:**
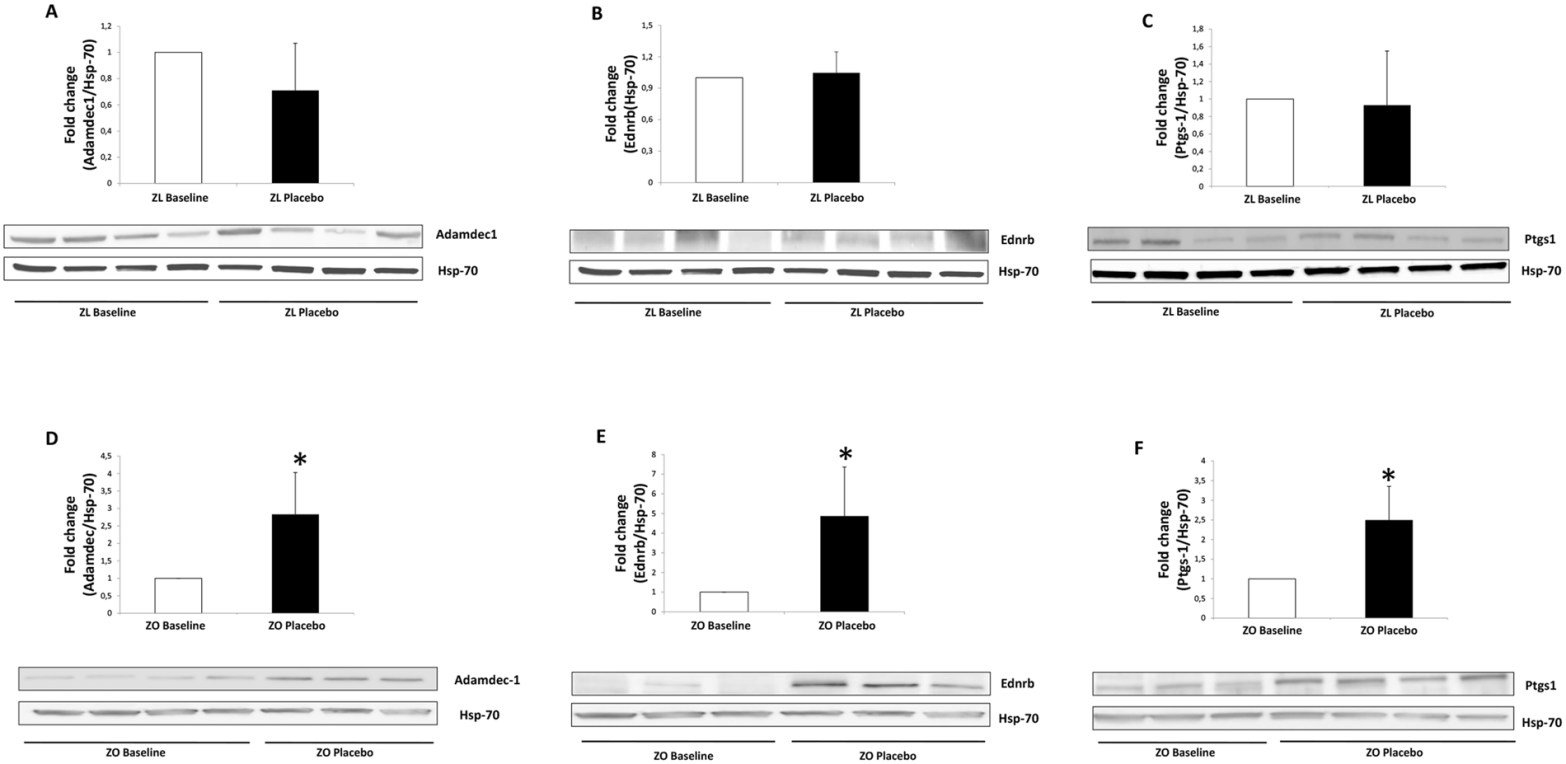
Western blot analysis of Adamdec1, Ednrb and Ptgs1 proteins from Zucker lean Lepr^+/*fa*^ and Zucker-Lepr^*fa*/*fa*^ rats both at baseline and after 30 days of placebo administration. Panels A–C show results for Zucker lean Lepr^+/*fa*^ rats at baseline compared with Zucker lean Lepr^+/*fa*^ rats fed the placebo for 30 days. Panels D–F show results for Zucker-Lepr^*fa*/*fa*^ rats at baseline compared with Zucker-Lepr^*fa*/*fa*^ rats fed the placebo 30 days. The top graph included 7–8 rats per group, and the lower part shows a representative crop blot. Hsp-70 was used as a loading control. ZL, Zucker lean Lepr^+/*fa*^ rats; ZO, Zucker-Lepr^*fa*/*fa*^ rats; *P < 0.05.

**Figure 2:**
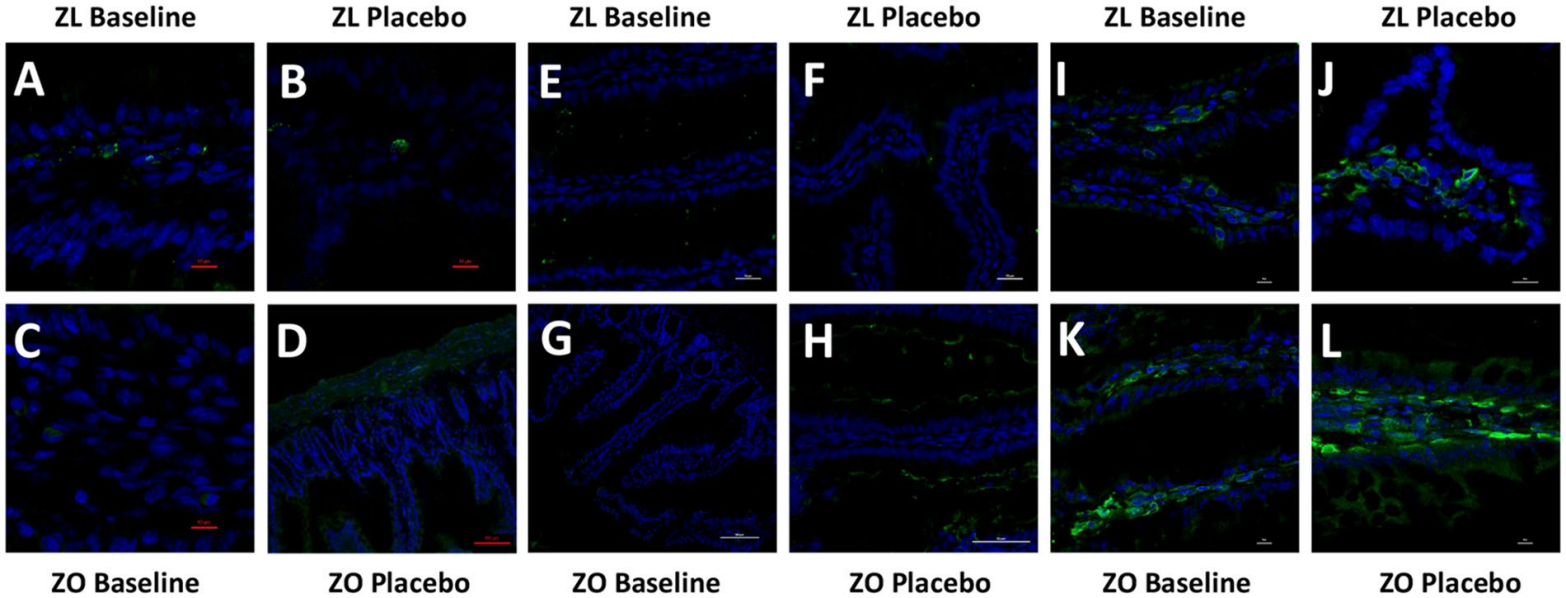
Immunofluorescence analysis of Adamdec1, Ednrb and Ptgs1 proteins from Zucker-lean^+/*fa*^ and Zucker-Lepr^*fa*/*fa*^ rats both at baseline and after 30 days of placebo administration. Panels A–D show results for Adamdec1. Panels E–H show results for Ednrb. Panels I–L show results for Ptgs1. The green color corresponds to Alexa Fluor 488 dye. ZL, Zucker lean Lepr^+/*fa*^ rats; ZO, Zucker-Lepr^*fa*/*fa*^ rats. n = 4 rats per group.

### Gene expression changes after probiotic administration

The rats that received the mixture of *L*. *paracasei* CNCM I-4034 and *Bifidobacterium breve* CNCM I-4035 exhibited changes in 162 sequences in the intestinal mucosa; the rats that received exclusively *Bifidobacterium breve* CNCM I-4035 had changes in 211 sequences; administration of *L*. *paracasei* CNCM I-4034 modified 663 sequences; and *L*. *rhamnosus* CNCM I-4036 administration changed 404 sequences. 

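In the 16 ZO rats given a probiotic, no gene with a symbol passed the test against the 4 ZO rats on placebo, and a list of glucocorticoid-induced genes, in part chosen by the study, was lower. *Per1*, a gene of the circadian clock that glucocorticoids induce, stood at 7.57 ± 0.49 (SD, n = 16 rats) on the log2 scale on a probiotic and at 8.34 ± 0.37 (SD, n = 4) on placebo (adjusted p = 0.998 from limma). *Rgs16*, a regulator of G protein signalling, stood at 6.26 ± 0.38 (SD, n = 16) and 6.99 ± 0.21 (SD, n = 4; adjusted p = 0.998 from limma). The study chose both genes on these arrays, so their direction is not independent evidence. None of 11 glucocorticoid-induced genes passed over all genes (1 lower when adjusted over the list alone), and 10 of the 11 had a negative log2 fold change, with a median of -0.17. The list was lower with adjusted p = 6.4e-06 (camera), and the call held with adjusted p = 0.0282 with an estimated correlation. The study had chosen 5 of these 11 genes on these samples, which are not independent evidence, and the 6 others alone gave p = 0.0651 (camera, with an estimated correlation), in a test that followed from this result. The largest members were *Per1* and *Zbtb16*, a transcription factor gene (log2 fold change -0.55). None of 12 glutathione S-transferase genes, which conjugate xenobiotics, passed (0 when adjusted over the list alone). Of these, 11 had a negative log2 fold change, among them *Gstm2* (-0.40) and *Gsta3* (-0.31), and the list was lower with adjusted p = 0.000102 (camera), and adjusted p = 0.119 with an estimated correlation. None of the 14 prostaglandin and leukotriene genes passed (0 when adjusted over the list alone), and 12 had a negative log2 fold change, among them *Alox5ap*, which activates arachidonate lipoxygenase (-0.44). Their list was lower with adjusted p = 0.0048 (camera), and adjusted p = 0.243 with an estimated correlation. The study chose *Alox5ap* and *Ptgs1* of this list on these samples, which are not independent evidence, and the 12 others gave p = 0.0535 (camera, with an estimated correlation). Among cell type markers, none of 10 fibroblast markers passed (0 when adjusted over the list alone), with *Dcn* at -0.45 and *Pdgfra*, which the study chose on these samples, at -0.58, and the list was lower with adjusted p = 0.0187 (camera), and adjusted p = 0.797 with an estimated correlation. None of the 14 macrophage markers passed (0 when adjusted over the list alone), with the complement genes *C1qc* at -0.41 and *C1qb* at -0.31. Their list was lower with adjusted p = 0.0288 (camera), and adjusted p = 0.809 with an estimated correlation. None of 10 MHC class II genes and none of 10 B and plasma cell markers passed (0 when adjusted over the list alone in each), with *RT1-DOb* at -0.25 and *Jchain*, which the study also chose, at -0.49, and the lists were lower with adjusted p = 0.0295 and 0.0387 (camera), and adjusted p = 0.797 for each with an estimated correlation. None of 5 red blood cell markers passed (0 when adjusted over the list alone), and their list was higher with adjusted p = 0.0295 (camera), and adjusted p = 0.552 with an estimated correlation. The study chose *Hbb* and *Hbb-b1* of these 5, which are not independent evidence, and the 3 others gave p = 0.0853 (camera).
The genes with the smallest p values among those higher on a probiotic, none past the threshold, were *Zfp775* (log2 fold change 0.32), *Srrm3* (0.30), *Tnp1* (0.27), *Apeg3* (0.24) and *Rrbp1* (0.22). On the lower side, after *Rgs16*, they were *Rpl24l1* (-0.41), *Tbc1d19* (-0.32), *Cdipt* (-0.25) and *Prss47* (-0.22). A probe set without a gene symbol, 10772514, chosen after its values were seen, was the only 1 to pass, at 6.11 ± 0.13 (SD, n = 16) against 5.68 ± 0.14 (SD, n = 4; limma, adjusted p = 0.0365). Its call ended under quantile normalization, in a model of only the 2 groups, with trend and robust settings, with the last digit of the rat number as a block, with 4 sets of rat numbers, and without any 1 of the rats C1, C4, C11, Z1, Z2, Z11, Z13 and Z15. At an unadjusted p under 0.05 there were 1205 probe sets in this comparison with limma, where chance gives 1460.7. The number was above chance with array weights (2563), with the block (1512) and in a model of only the 2 groups (1494). It was below with quantile normalization (1228), centred arrays (1097), trend and robust settings (1202) and 4 sets of rat numbers (1257). An unpaired test gave 1526 unadjusted and 0 adjusted, where the statistics section names another test, between strains, which was not run.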

All data were compared with those from the Zucker-Lepr^*fa*/*fa*^ rats that received placebo for 30 days (Supplementary Figure 2).

The results of the array showed changes in the expression of 40 genes for *L*. *paracasei* CNCM I-4034; 12 genes for *B*. *breve* CNCM I-4035; 24 genes for *L*. *rhamnosus* CNCM I-4036; and 3 genes for the mixture of *L*. *paracasei* CNCM I-4034 and *B*. *breve* CNCM I-4035. We discarded those genes that i) were not up- or down-regulated ≥ 1.5-fold compared with Zucker-Lepr^*fa*/*fa*^ rats that received a placebo instead of a probiotic strain, and ii) were not modulated by at least two of the probiotic strains (Supplementary Table 2).

qRT-PCR was subsequently used to validate the DNA array data. 

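On the arrays, *Adamdec1* and *Ptgs1* had lower means in ZO rats given a probiotic than in ZO rats on placebo, by less than the test could call. *Adamdec1*, a metalloprotease gene expressed by maturing dendritic cells, stood at 9.00 ± 0.91 (SD, n = 16 rats) on the log2 scale on a probiotic and at 9.75 ± 0.36 (SD, n = 4) on placebo, 1.68-fold lower. *Ptgs1*, which encodes the prostaglandin synthase COX1, stood at 6.90 ± 0.45 (SD, n = 16) and 7.40 ± 0.27 (SD, n = 4), 1.41-fold lower. The study chose both genes on these arrays, so this direction is not independent evidence. For each of the 2 genes, 13 of the 16 rats lay below the placebo mean. The log2 fold change of *Adamdec1* was -0.75 (standard error 0.48; permutation test, p = 0.121; adjusted p = 0.998 from limma). That of *Ptgs1* was -0.50 (standard error 0.25; permutation test, p = 0.0504; adjusted p = 0.998 from limma). Between baseline and 30 days of placebo, *Adamdec1* in ZO rats went from 8.57 ± 0.86 (SD, n = 4) to the placebo level above, 2.27-fold higher (exact permutation test, p = 0.114; adjusted p = 0.452 from limma). *Ptgs1* stood at 7.45 ± 0.40 (SD, n = 4) at baseline in ZO rats (log2 fold change after placebo -0.05, standard error 0.32, adjusted p = 0.973 from limma). In ZL rats, *Adamdec1* stood at 8.87 ± 1.40 (SD, n = 4) at baseline and 9.70 ± 0.75 (SD, n = 4) after placebo, and *Ptgs1* at 7.80 ± 0.63 (SD, n = 4) and 7.97 ± 0.63 (SD, n = 4). The change of *Adamdec1* over 30 days differed between ZO and ZL rats by 0.36 on the log2 scale (standard error 0.86, adjusted p = 0.95 from limma), and that of *Ptgs1* by -0.22 (standard error 0.45, adjusted p = 0.94).

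**Figure D2:**
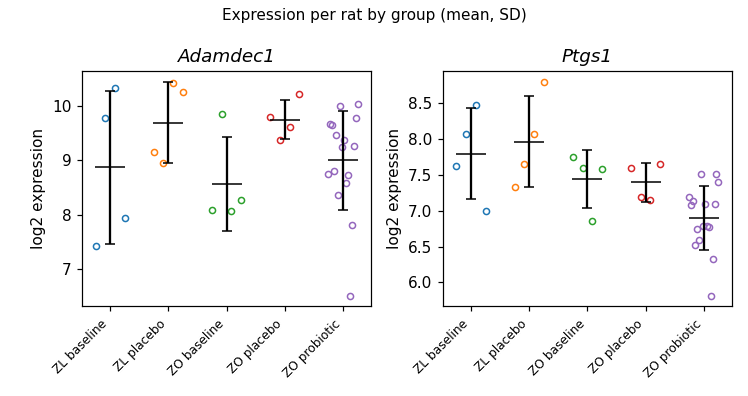
Expression of *Adamdec1* and *Ptgs1* on the log2 scale (vertical axis) by group (horizontal axis). Each circle is 1 rat, and bars give the mean ± SD. *Adamdec1* lies between 9.37 and 10.23 in the 4 ZO rats on placebo and between 6.52 and 10.03 in the 16 ZO rats given a probiotic.

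The sign of the *Ptgs1* change after placebo in ZO rats turned without any 1 of the rats Z1, Z2, Z13 and Z15. In the paper, genes were kept for study when several strains changed them beyond a set fold against ZO rats on placebo.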

We focused on three genes that fulfilled the aforementioned criteria, *Adamdec1*, *Ednrb* and *Ptgs1*. All three mRNA levels significantly decreased due to probiotic administration (Supplementary Table 3).

Our next step was to study protein levels corresponding to these genes by both western blot and immunofluorescence techniques. Administration of the probiotic strains for 30 days to obese Zucker-Lepr^*fa*/*fa*^ rats significantly decreased the levels of Adamdec1 and Ednrb proteins in the rats’ intestinal mucosa compared with Zucker-Lepr^*fa*/*fa*^ rats that received the placebo, as shown for *L*. *paracasei* CNCM I-4034 in Fig. 3 (the two proteins decreased 4- and 7-fold, respectively); for *B*. *breve* CNCM I-4035 in Fig. 4 (the two proteins decreased 2.4- and 7-fold, respectively); and for *L*. *rhamnosus* CNCM I-4036 in Fig. 5 (the two proteins decreased 2- and 12-fold, respectively). Ptgs1 protein levels remained unchanged after the administration of the bacterial strains (not shown).

**Figure 3:**
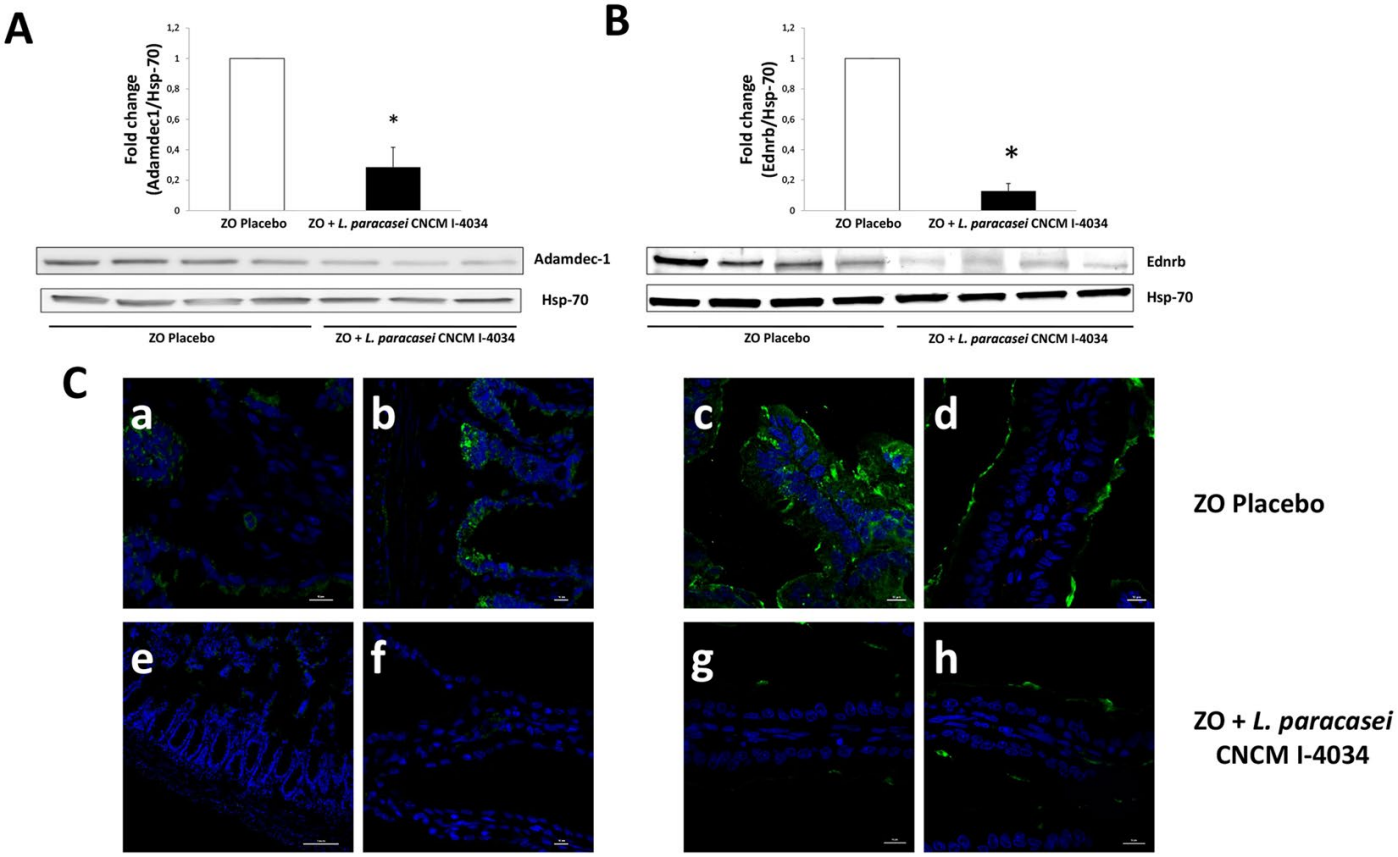
Immunofluorescence and western blot analysis of Adamdec1 and Ednrb proteins from Zucker-Lepr^*fa*/*fa*^ rats fed the placebo compared with Zucker-Lepr^*fa*/*fa*^ rats fed *L*. *paracasei* CNCM I-4034. In panels A and B, top graphs include 7–8 rats per group, and the lower parts show a representative crop blot. Hsp-70 was used as a loading control. *p < 0.05. In panel C, micrographs a,b (ZO placebo), and e,f (ZO + *L*. *paracasei* CNCM I-4034) show results for Adamdec1, and micrographs c,d (ZO placebo), and g,h (ZO + *L*. *paracasei* CNCM I-4034) show results for Ednrb. The green color corresponds to Alexa Fluor 488 dye. ZO, Zucker-Lepr^*fa*/*fa*^ rats.

**Figure 4:**
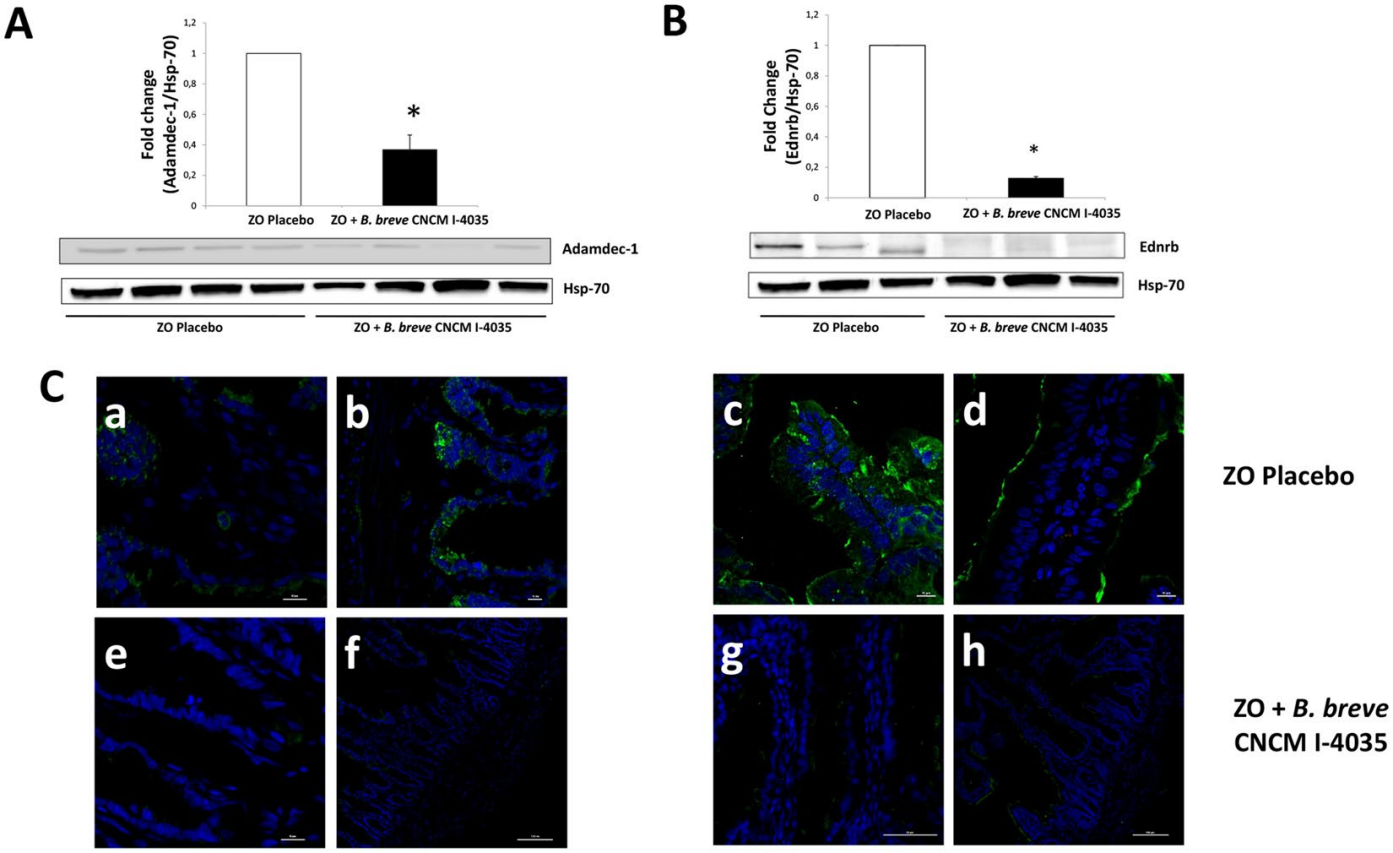
Immunofluorescence and western blot analysis of Adamdec1 and Ednrb proteins from Zucker-Lepr^*fa*/*fa*^ rats fed the placebo compared with Zucker-Lepr^*fa*/*fa*^ rats fed *B*. *breve* CNCM I-4035. In panels A and B, top graphs include 6–8 rats per group, and the lower parts show a representative crop blot. Hsp-70 was used as a loading control. *P < 0.05. In panel C, micrographs a,b (ZO placebo) and e,f (ZO + *B*. *breve* CNCM I-4035) show results for Adamdec1, and micrographs c,d (ZO placebo) and g,h (ZO + *B*. *breve* CNCM I-4036) show results for Ednrb. The green color corresponds to Alexa Fluor 488 dye. ZO, Zucker-Lepr^*fa*/*fa*^ rats.

**Figure 5:**
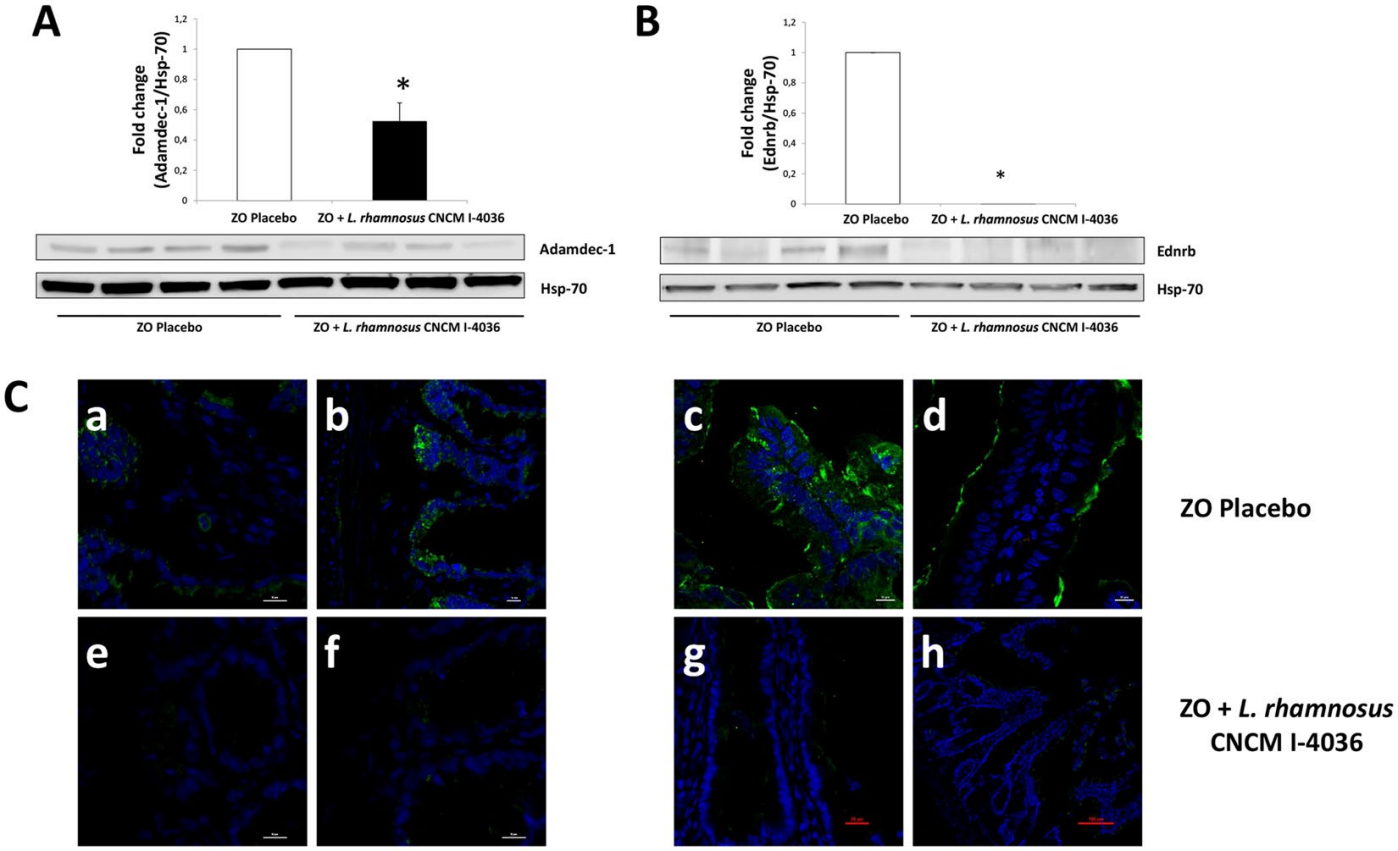
Immunofluorescence and western blot analysis of Adamdec1 and Ednrb proteins from Zucker-Lepr^*fa*/*fa*^ rats fed the placebo compared with Zucker-Lepr^*fa*/*fa*^ rats fed *L*. *rhamnosus* CNCM I-4036. In panels A and B, top graphs include 8 rats per group, and the lower parts show a representative crop blot. Hsp-70 was used as a loading control. *P < 0.05. In panel C, micrographs a,b (ZO placebo) and e,f (ZO + L. *rhamnosus* CNCM I-4036) show results for Adamdec1, and micrographs c,d (ZO placebo) and g,h (ZO + *L*. *rhamnosus* CNCM I-4036) show results for Ednrb. The green color corresponds to Alexa Fluor 488 dye. ZO, Zucker-Lepr^*fa*/*fa*^ rats.

As an additional effect on the intestine, the content of secretory IgA was measured in the feces of the various groups of rats. Administration of probiotic strains, either alone or in combination, induced an increase in the content of secretory IgA in Zucker-Lepr^*fa*/*fa*^ rats compared with the rats that received the placebo, although this increase was statistically significant only for the *L*. *paracasei* CNCM I-4034 group (2-fold increase, Supplementary Figure 3). Likewise, since probiotic administration has been reported to induce a decrease in bacterial LPS in the rats’ serum^5^, we decided to measure LPS-binding protein (LBP) concentration. These results appear in Fig. 6, which shows that LBP decreased in the serum of the rats fed probiotic strains.

**Figure 6:**
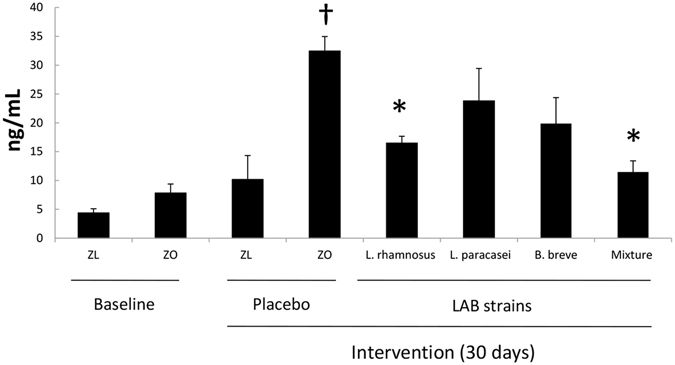
Lipopolysaccharide binding protein (LBP) concentrations in serum of Zucker lean Lepr^+/*fa*^ rats and Zucker-Lepr^*fa*/*fa*^ rats that were fed either a placebo or probiotic strains for 30 days. Values are expressed as the mean ± SEM, n = 8 rats per group. ^†^ *P* < 0.05 versus ZL placebo, and *P < 0.05 versus ZO placebo. ZL, Zucker lean Lepr^+/*fa*^ rats; ZO, Zucker-Lepr^*fa/fa*^ rats.

### The obese Zucker-Lepr^*fa*/*fa*^ phenotype is characterized by increases in the number of proinflammatory macrophages and dendritic cells, and the probiotic treatment reversed such effects

To investigate whether the effects of probiotic administration were mediated by changes in the cell population of the intestinal mucosa, qRT-PCR for specific markers of macrophages and dendritic cells was performed (Supplementary Figure 4). Expression of F4/80 was 2-fold higher in Zucker-Lepr^*fa*/*fa*^ rats after 30 days of feeding with the placebo compared with baseline, suggesting an increase in the number of macrophages (Supplementary Figure 4A). The number of dendritic cells was also 2-fold higher in the obese rats as indicated by the levels of the specific dendritic cell marker Cd40 (Supplementary Figure 4B). Probiotic administration significantly diminished levels of F4/80 and Cd40 mRNAs. The decreases ranged 2.5- to 5-fold for F4/80 mRNA, and 4- to 5-fold for Cd40 mRNA. These findings indicate that the obese rats suffered intestinal inflammation, which was alleviated by probiotic administration.

## Discussion

We have described elsewhere the isolation of three probiotic strains from the feces of breastfed newborns. The strains were selected based on their probiotic properties, such as adhesion to intestinal mucus, sensitivity to antibiotics and resistance to biliary salts and low pH. They were identified as *Lactobacillus paracasei* CNCM I-4034, *Bifidobacterium breve* CNCM I-4035 and *Lactobacillus rhamnosus* CNCM I-4036^12^ and demonstrated their safety in mice^12^ and humans^11^.

The main findings of this work were: i) the up-regulation of *Adamdec1*, *Ednrb* and *Ptgs1*/*Cox1* in the intestinal mucosa of obese Zucker rats in comparison with their lean controls; and ii) the repression of two of those genes, *Adamdec1* and *Ednrb*, in the intestinal mucosa of obese Zucker rats fed *L*. *paracasei* CNCM I-4034, *B*. *breve* CNCM I-4035 and *L*. *rhamnosus* CNCM I-4036 for 30 days in comparison with obese Zucker rats fed a placebo for the same period of time. Repression occurred at both the mRNA and protein levels.

ADAMDEC1 is a unique member of the ADAM (A Disintegrin And Metalloproteinase) family and is under-expressed in approximately 10% of Crohn disease patients. This protein is almost exclusively found in macrophages and dendritic cells in the small and large bowel lamina propria. Although its main role as a protease is tissue repair, it has also been hypothesized to play a role in immunity. O’Shea *et al*.^13^ recently exposed *Adamdec1* ^−/−^ mice to dextran sodium sulfate or infected them orally with *Citrobacter rodentium* or *Salmonella typhimurium*, finding that the loss of *Adamdec1* rendered mice more susceptible to the induction of bacterial and chemical-induced colitis, as evidenced by increased neutrophil infiltration, greater IL-6 and IL-1β secretion, more weight loss and increased mortality. In the absence of *Adamdec1*, *g*reater numbers of *Citrobacter rodentium* were found in the spleen, suggestive of a breakdown in mucosal immunity that resulted in bacteremia. Although apparently contradictory to our results, the *Adamdec1* ^*−*/*−*^ mouse, a model in which the gene is completely knocked out, is a situation very different from the Zucker rats. The work of O’Shea *et al*.^13^ proves the role of *Adamdec1* in immunity. However, an inflammatory state in the intestine, such as the one that develops in obesity, is characterized by an increased number of macrophages and dendritic cells. In fact, we found a higher expression of both dendritic cells and macrophages in the intestinal mucosa of the obese rats, which might explain *Adamdec1* induction. Probiotic administration diminished the number of macrophages and dendritic cells and therefore helped attenuate the inflammation.

The endothelin family comprises 3 peptides of 21 amino acids each (ET-1, ET-2, and ET-3), which act through the activation of G-protein-coupled receptors. These receptors seem to have relevant functions in pulmonary and arterial hypertension, atherosclerosis, cerebral vasospasm, and inflammatory signals including edema, fever, pain, and leukocyte recruitment^14^. Endothelin receptor B mutant (Ednrb^*−*/*−*^) mice develop Hirschsprung’s disease, an abnormality of the enteric nervous system characterized by a lack of ganglion cells along a variable length of the distal intestine, resulting in the absence of peristalsis in the aganglionic segment and dilation of the colon proximally^15^. The disease is associated with a severe inflammation of the intestinal mucosa. Yildiz *et al*.^15^ studied mucus barrier properties in Ednrb^*−*/*−*^ mice and found that both passive and active transport (by which particles and microbes translocate across the mucosa, respectively) are diminished in the Ednrb^−/−^ compared to the wild-type proximal colon. As was the case for *Adamdec1*, it is likely that *Ednrb* was induced in the inflamed mucosa of the obese Zucker rats and the probiotic strains exerted an anti-inflammatory effect by decreasing macrophage and dendritic cell numbers. The higher content of secretory IgA found in the obese rats treated with probiotic strains compared with those that received the placebo is in support of such anti-inflammatory effect.

Probiotic administration was also found to down-regulate mRNA levels of a gene involved in prostaglandin synthesis, namely, *Ptgs1*/*Cox1*. COX-1 is a member of the myeloperoxidase family present in some cell types such as macrophages and hematopoietic cells, which regulates the inflammatory response^16^. Two COX isoforms have been identified: whereas COX-2 is the inducible form, COX-1 is constitutive. Therefore, it is not surprising that probiotic administration did not affect Ptgs1/Cox1 protein levels.

Our probiotic strains were also found to exert two protective effects: an increase in the production of secretory IgA in the intestine and a decrease in the concentration of serum LBP. The latter result correlates with the lower levels of LPS that we found in the serum of the obese rats treated with all three bacterial strains^5^. Regarding the higher levels of secretory IgA, similar results have been described in healthy subjects^11^.

Based on the recapitulation of our results reported in this work and elsewhere, we propose a possible mechanism of action of these bacterial strains (Fig. 7). Administration of *L*. *paracasei* CNCM I-4034, *B*. *breve* CNCM I-4035 and *L*. *rhamnosus* CNCM I-4036 induces changes in gut microbiota composition^11, 17^, which translate into a greater secretion of IgA^11^ and the turning off of *Adamdec1* and *Ednrb* (this work). These changes would result in less bacterial translocation in the intestine and, accordingly, in lower concentrations of LPS-LBP in serum^5^. This, in turn, would have a less severe impact in the liver, which would improve steatosis^5^, and in the white adipose tissue. These two organs would respond by decreasing their production of IL-6 and TNF-α. In fact, we have previously reported low plasma levels of these two cytokines in the Zucker rat model after treatment with the abovementioned probiotics^5^.

**Figure 7:**
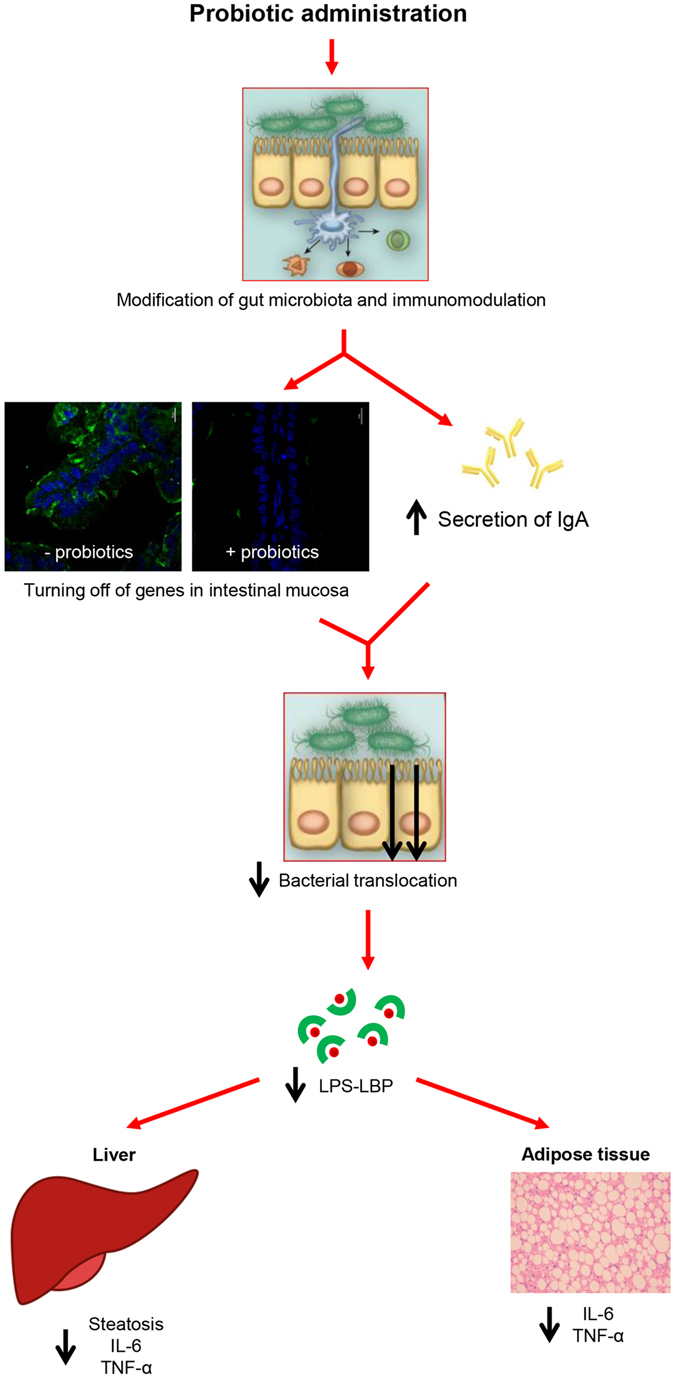
Potential mechanism of action of *L*. *paracasei* CNCM I-4034, *B*. *breve* CNCM I-4035 and *L*. *rhamnosus* CNCM I-4036. LPS: Lipopolysaccharide. LBP: LPS binding protein.

Works by other authors support this proposed mechanism of action. A few such works are cited below to support the sequence of events: (1) Reports describing the modification of gut microbiota by probiotics are numerous^18^. For instance, a recent study conducted in high fat diet (HFD)-fed mice by Wang *et al*.^19^ found that probiotic administration shifted the overall structure of the HFD-disrupted gut microbiota toward that of lean mice fed a normal diet. (2) Higher secretion of IgA due to probiotic feeding has been reported in mice by Kemgang *et al*.^20^. (3) In addition to the works by Dykstra *et al*.^9^ and Ohtsuka *et al*.^10^ mentioned before, the study by Tannock *et al*.^21^ can be cited as an example of gene modulation by probiotics. These authors have described the up-regulation of three apoptosis-related genes in the small bowel of mice treated with *L*. *rhamnosus* HN001. (4) The lesser bacterial translocation in the gut might be due to a greater integrity of the mucosal tight junctions. Thus, Balakumar *et al*.^22^ have recently described increases in occludin and zonula occludens-1 transcriptional levels in mice with HFD-induced obesity that received *L*. *rhamnosus* GG, *L*. *plantarum* MTCC5690 and *L*. *fermentum* MTCC5689. Also, supernatants from *Faecalibacterium prausnitzii* and *Escherichia coli* Nissle 1917 have been shown to increase crypt depth in the jejunum of rats with 5-fluorouracil-induced mucositis^23^. (5) Two strains of *Lactobacillus* have been found to lower circulating IgA in HFD-fed rats^24^. (6) Many works describe an attenuation of hepatic steatosis by probiotic administration in mice and rats^25^, as well as a modulation of cytokine production.

In summary, we report that administration of the probiotic strains *L*. *paracasei* CNCM I-4034, *B*. *breve* CNCM I-4035 and *L*. *rhamnosus* CNCM I-4036 to obese Zucker rats increased the content of secretory IgA in the gut, diminished the LBP concentration in the serum, and normalized expression of *Adamdec1* and *Ednrb* at the mRNA and protein levels and that of *Ptgs1*/*Cox1* at the mRNA level in the intestinal mucosa, previously up-regulated in obese Zucker rats.

## Materials and Methods

### Microorganisms

The probiotic strains *Lactobacillus paracasei* CNCM I-4034, *Bifidobacterium breve* CNCM I-4035, and *Lactobacillus rhamnosus* CNCM I-4036 have been characterized and are described elsewhere^12^. These strains were deposited in the Collection Nationale de Cultures de Microorganismes (CNCM) of the Institute Pasteur^12^.

### Ethical statement

This study was conducted in strict accordance with the recommendations in the guidelines for animal research of the University of Granada (Spain). All animals received humane care. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Granada (Permit Number CEEA: 2011–377).

### Experimental design

Forty-eight Zucker-Lepr^*fa*/*fa*^ and 16 Zucker lean Lepr^+/*fa*^ male rats weighing 168–180 g were purchased from Harlan Laboratories (Charles River, Barcelona, Spain). The rats were housed in metabolic cages with a 12-h light-dark cycle and had free access to water and food. After 5 days of adaptation, 8 Zucker lean Lepr^+/*fa*^ and 8 Zucker-Lepr^*fa*/*fa*^ rats were euthanized as a reference (baseline). The remaining 40 Zucker-Lepr^*fa*/*fa*^ rats were then randomly assigned to receive 10^10^ colony-forming units (CFU) of one of the three probiotic strains, a mixture of *Lactobacillus paracasei* CNCM I-4034 and *Bifidobacterium breve* CNCM I-4035, or a placebo by oral administration each day for 30 days. An additional group of 8 Zucker lean Lepr^+/*fa*^ rats received the placebo for 30 days. The placebo contained 67% cow’s milk powder, 32.5% sucrose, and 0.56% vitamin C.

After the intervention, the animals were anesthetized and sedated with ketamine and xylazine. Blood was drawn from the aorta and centrifuged for 10 min at 1000 × *g* and 4 °C to separate the serum from the cells. Samples of intestinal mucosa were also taken.

### DNA microarray

We used Affymetrix Rat Gene 1.1 ST Array Plates (Affymetrix Inc., Santa Clara, CA) following the manufacturer’s directions. Briefly, RNA extraction was performed using the RNeasy Mini Kit and Qiacube system. A quantity of 300 mg total RNA was utilized in cDNA synthesis with the Ambion WT Expression kit, and the resulting cDNA was fragmented using uracil-DNA glycosylase and APE1 (apurinic/apyrimidinic endonuclease-1). The labeling process was performed using the WT Terminal Labeling Kit (Affymetrix) with deoxynucleotidyl transferase linked to biotin. After fragmentation, 5.5 µg cDNA was hybridized using the GeneChip Hybridization, Wash and Stain Kit from Affymetrix. GeneChips were scanned using the GeneTitan™. The data were analyzed with the Command Console (AGCC 3.1, Affymetrix) and the Expression Console (EE 1.1, Affymetrix). The value definition was performed using the RMA (Robust Multichip Average) signal intensity.

The complete data set in the present study complies with the MIAME (Minimum Information About a Microarray Experiment) requirements and was uploaded into the *Gene Expression Omnibus* (GEO) database with the title *Expression data from intestinal mucosa of Zucker rats* and reference GSE73848 (https://www.ncbi.nlm.nih.gov/geo/).

The intensity value of each probe in the array analysis was normalized with the Robust Multichip Average (RMA) using the Partek Genomics Suite version 6.10 (Partek) to obtain an individual intensity for each set of probes. All expression data were averaged to achieve a unique expression value for the gene, and the background was deleted. The identification of expression changes was performed using multiple regression models comparing the intensity of each gene with the interaction (Zucker lean Lepr^+/*fa*^ or Zucker-Lepr^*fa*/*fa*^ rats that received placebo versus Zucker-Lepr^*fa*/*fa*^ rats that received any probiotic strain). The two-dimensional hierarchic cluster with the statistically significant sequences (n = 936) appears in Supplementary Figure 1, according to the intensity and the aforementioned interactions.

### qRT-PCR

For validation of the DNA microarray results we used the RT^2^-Profiler PCR array (SABiosciences Corporation, Frederick, MD), which is a two-step qRT-PCR platform. Briefly, total RNA was extracted using the RNeasy Mini Kit (Qiagen, Barcelona, Spain) according to the manufacturer’s recommendations. Isolated RNA was then treated with the RNase-Free DNase Set (Qiagen, Barcelona, Spain). The final RNA concentration and quality were determined using a NanoDrop 2000 spectrophotometer (NanoDrop Technologies, Winooski, Vermont, USA). The cDNA was synthesized from total RNA with an RT^2^ First-Strand Kit (SABiosciences). Real-time qRT-PCR analysis of the samples was performed using a PCR array (SABiosciences), including primer pairs specific for 14 genes involved: *Rgs16*, *Per1*, *Slc7a11*, *Fkbp5*, *Alox5ap*, *Ednrb*, *Adamdec1*, *Ptgs1*, *Tlr9*, *Naip*, *Nfkbia*, and *Nfkb1*. The housekeeping genes *Gapdh* and *Actb* were used as a control. The cDNA was then subjected to real-time PCR with an RT^2^ real-time PCR SYBR green/ROX kit (SABiosciences) on an ABI Prism 7900HT sequence detector (Applied Biosystems, Foster City, CA).

Primers for F4/80 (UniqueAssayID: qRnoCID0007957), Cd40 (UniqueAssayID: qRnoCID0003897), and Gapdh (UniqueAssayID: qRnoCID0057018) were obtained from Bio-Rad Laboratories (Hercules, CA). The qPCR was performed with an ABI Prism 7900 instrument (Applied Biosystems, Foster City, CA, USA) using SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA).

The PCR conditions were 1 cycle of 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. The expression level of each gene was analyzed with RT^2^ Profiler PCR Array Data Analysis software (version 3.4, SABiosciences). Changes in gene expression were expressed as fold changes (Fc).

### Western blotting

Intestinal mucosa samples were harvested in 10 mM Tris-HCl (pH 7.5), 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 10% glycerol and a protease inhibitor cocktail (Thermo Scientific) and were placed on ice for 20 min. After centrifugation (30 min, 13,000 × *g*, 4 °C), the protein content in the supernatant was determined using the Protein Assay Kit II (Bio-Rad Laboratories). Samples containing 50 μg protein each were mixed with 3X SDS-PAGE sample buffer (100 mM Tris-HCl, pH 6.8, 25% SDS, 0.4% bromophenol blue, 10% β-mercaptoethanol and 2% glycerol), separated via SDS-PAGE using a TGX Any kD gel (Bio-Rad Laboratories, California, USA) and transferred to a nitrocellulose membrane (Bio-Rad Laboratories, California, USA). After incubation in blocking buffer (5% non-fat milk and 1% Tween 20 in Tris-buffered saline, TBS), the membranes were probed with the following antibodies: anti-Ednrb (1:2000 in 5% bovine serum albumin (BSA), ab117529), anti-Adamdec1 (1:1000 in 5% non-fat milk, NBP1-59146) anti-Ptgs1 (1:2000 in 5% BSA, ab109025), and anti-Hsp-70 (internal control; 1:500 in 5% non-fat milk, sc-7298). Immunoreactive signals were detected via enhanced chemiluminescence (SuperSignal West Dura Chemiluminescent Substrate, 34075, Thermo Scientific, Europe), and the membranes were digitally imaged and analyzed using ImageJ software for densitometric analysis. The results are expressed as the fold change in expression relative to the control.

### Immunofluorescence analysis

Intestinal mucosa samples were fixed in Tissue-Tek O.C.T. Compound (Sakura Finetek, USA). Sections 8 µm in thickness were obtained for confocal microscopy analysis. Samples were washed with phosphate-buffered saline (PBS) for 15–20 min at 4 °C. Then, Triton X-100 0.2% in PBS and normal serum goat (NGS) 1:10 were added. The primary antibodies were anti-Ednrb (1:2000 in PBS, ab117529), anti-Adamdec1 (1:250 in PBS, TA323936 Origene), and anti-Ptgs-1 (1:100 in PBS, ab109025). Samples were incubated for 2 h 45 min at room temperature. Sections were washed 3 times with PBS for 5 min per wash. Then, the secondary antibody (anti-rabbit green Alexa 1:1000 in PBS, A11008) was added for 50 min and washed out with PBS plus Hoechst H6024 (Sigma-Aldrich, St. Louis, MO), 1:1000 in PBS. Finally, Dako (Agilent Product Solutions, Barcelona, Spain) was used to fix sections with cover slips (Menzel-Glaser, 24 × 60 mm #1, Denmark).

### Serum lipopolysaccharide binding protein (LBP) concentration

Serum LBP was measured with an enzyme-linked immunosorbent assay kit from Cloud-Clone Corp. (Houston, USA), following the manufacturer’s directions.

### Determination of the fecal content of secretory IgA

Secretory IgA was analyzed in feces by enzyme-linked immunosorbent assay (Immundiagnostik AG, Bensheim, Germany) according to the manufacturer’s instructions.

### Statistical analysis

All results are expressed as the mean ± SEM. Differences between effects at baseline and after 30 days for Zucker lean Lepr^+/*fa*^ or Zucker-Lepr^*fa*/*fa*^ rats were assessed by either parametric (unpaired Student’s t-test) or non-parametric (Mann-Whitney *U*-test) tests. Differences for any variable between Zucker-Lepr^*fa*/*fa*^ rats that received placebo and any group of Zucker-Lepr^*fa*/*fa*^ rats that received a specific strain were analyzed using a one-way ANOVA and *a posteriori* Bonferroni test. *P* < 0.05 was considered statistically significant. All analyses were performed using the statistical package IBM SPSS (Statistical Package for the Social Sciences) Statistics version 20 (Somers, NY).

## Electronic supplementary material

Supplementary PDF File

# Supplementary material for: Adamdec1, Ednrb and Ptgs1/Cox1, inflammation genes upregulated in the intestinal mucosa of obese rats, are downregulated by three probiotic strains
**Source:** Sci Rep. 2017 May 16;7:1939. doi: 10.1038/s41598-017-02203-3
**Supplement:** Supplementary file 1 — Supplementary PDF File

Title: *Adamdec1, Ednrb and Ptgs1/Cox1*, inflammation genes upregulated in the intestinal mucosa of obese rats, are downregulated by three probiotic strains

Authors: Julio Plaza-Díaz^{1,2,3}, Candido Robles-Sánchez^{1,2,3}, Francisco Abadía-Molina⁴, Virginia Morón-Calvente⁴, Maria Jose Sáez-Lara^{2,5}, Alfonso Ruiz-Bravo⁶, Maria Jiménez-Valera⁶, Angel Gil^{1,2,3,7}, Carolina Gómez-Llrente^{1,2,3,7} & Luis Fontana^{1,2,3,#}

Institutions: ¹Department of Biochemistry and Molecular Biology II, School of Pharmacy, University of Granada, Spain. ²Institute of Nutrition and Food Technology “José Mataix”, Biomedical Research Center, Parque Tecnológico Ciencias de la Salud, University of Granada, Spain. ³Instituto de Investigación Biosanitaria ibs.GRANADA, Spain. ⁴Department of Cell Biology, University of Granada, Granada 18071, Spain, Biomedical Research Center, University of Granada, Granada 18016, Spain. ⁵Department of Biochemistry and Molecular Biology I, School of Sciences, University of Granada, Spain. ⁶Department of Microbiology, School of Pharmacy, University of Granada, Spain. ⁷CIBEROBN, Instituto de Salud Carlos III, Madrid, Spain.

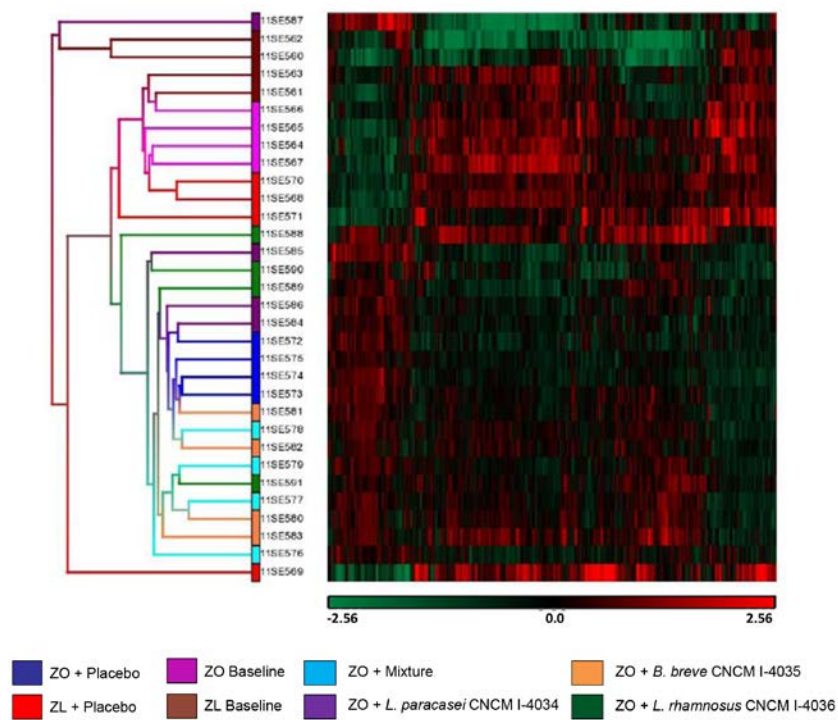

Supplementary Figure 1

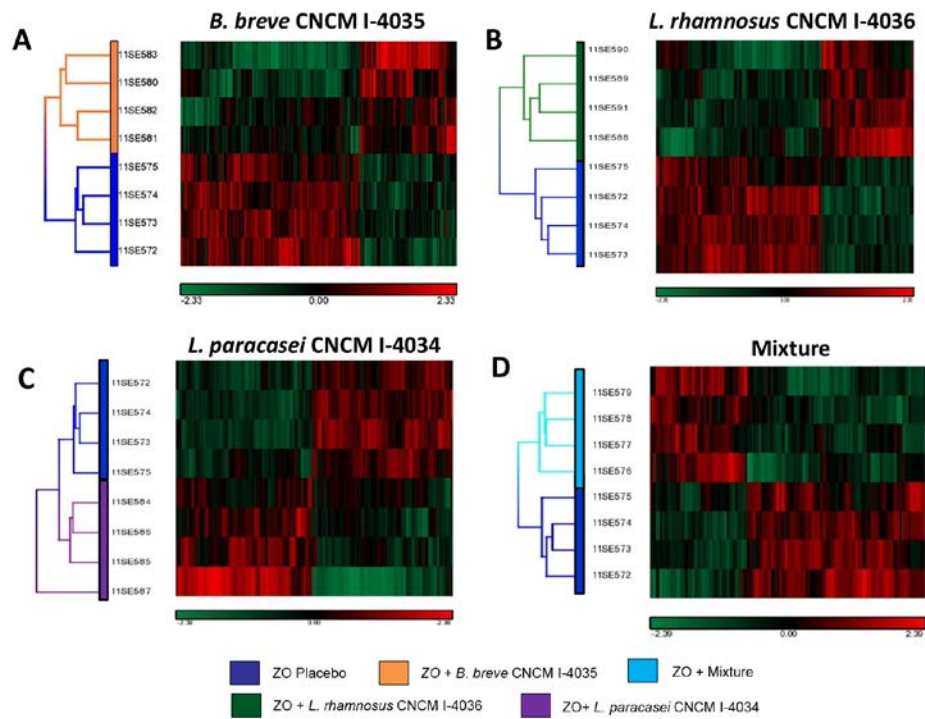

Supplementary Figure 2

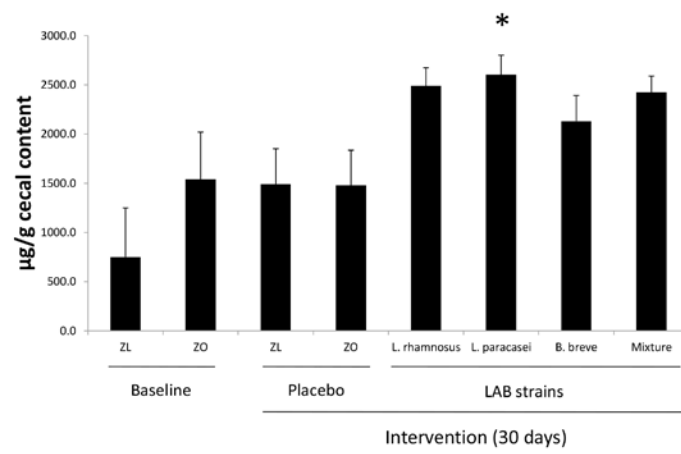

Supplementary Figure 3

A

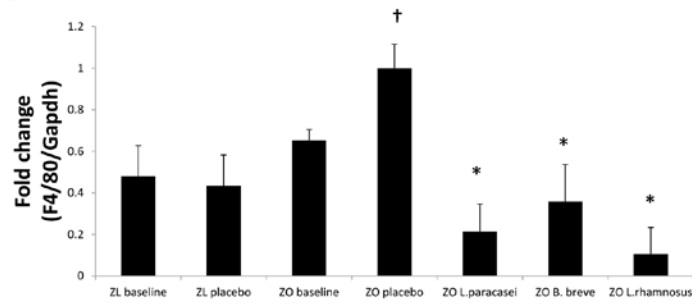

B

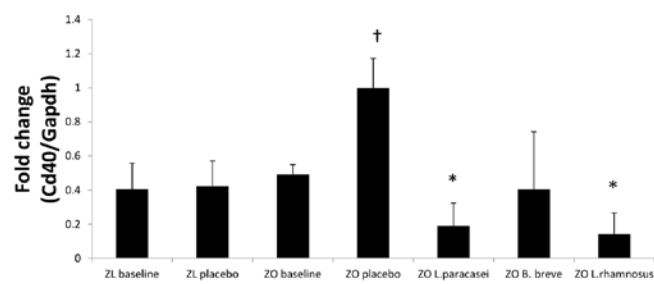

Supplementary Figure 4

Supplementary Figure 1. Microarray results obtained with the Rat Gene 1.1 ST Array Plate (Affymetrix®). These results were uploaded to the Gene Expression Omnibus (GEO) platform as “GSE73848 *Expression data from intestinal mucosa of Zucker rats.*” ZL, Zucker lean $\text{Lepr}^{+/fa}$ rats; ZO, Zucker- $\text{Lepr}^{fa/fa}$ rats; Mixture, *L. paracasei* CNCM I-4034 plus *B. breve* CNCM I-4035 strains. n=4 rats per group.

Supplementary Figure 2. Microarray expression data from the intestinal mucosa of Zucker- $\text{Lepr}^{fa/fa}$ rats treated with *B. breve* CNCM I-4035 **(A)**, *L. rhamnosus* CNCM I-4036 **(B)**, *L. paracasei* CNCM I-4034 **(C)**, or mixture **(D)** compared with Zucker- $\text{Lepr}^{fa/fa}$ rats fed the placebo. ZO, Zucker- $\text{Lepr}^{fa/fa}$ rats; Mixture, *L. paracasei* CNCM I-4034 plus *B. breve* CNCM I-4035 strains. n=4 rats per group.

Supplementary Figure 3. Total content of secretory IgA in the feces of Zucker-lean $^{+/fa}$ rats and Zucker- $\text{Lepr}^{fa/fa}$ rats that were fed either a placebo or probiotic strains for 30 days. Values are expressed as the mean $\pm$ SEM, n=8 rats per group. * $P < 0.05$ versus ZO placebo. ZL, Zucker lean $\text{Lepr}^{+/fa}$ rats. ZO, Zucker- $\text{Lepr}^{fa/fa}$ rats.

Supplementary Figure 4. Obese rats develop intestinal inflammation, and probiotic treatment mitigates it. qRT-PCR showing mRNA levels for (A) F4/80, and (B) Cd40. Values are expressed as the mean $\pm$ SEM, n=8 rats per group. $^{\dagger}P < 0.05$ versus ZL baseline, ZL placebo and ZO baseline. * $P < 0.05$ versus ZO placebo. ZL, Zucker lean $\text{Lepr}^{+/fa}$ rats. ZO, Zucker- $\text{Lepr}^{fa/fa}$ rats.

Supplementary Table 1. Validation of microarray results for obese Zucker-Lepr^{fa/fa} rats fed the placebo

Intestinal mucosa genes<br>(qRT-PCR)	ZO baseline versus ZO placebo	<i>P</i> value
Slc7a11	↓-1.548	0.0315
Fkbp5	↓-1.395	0.0362
Ednrb	↑3.682	0.0001
Adamdec1	↑5.941	<0.001
Ptgs1	↑1.46	0.0101
Nfkbia	↓-1.18	0.0269

This table shows the fold change in gene expression as quantitated by qRT-PCR, as well as the statistical significance (*P* value) compared with Zucker-Lepr^{fa/fa} rats at baseline. Inhibited genes appear as ↓, whereas induced genes appear as ↑. n=8 rats per group.

Supplementary Table 2. List of genes (symbol and reference) whose expression was modulated by the probiotic strains

<i>L. rhamnosus</i> CNCM I-4036 group		<i>L. paracasei</i> CNCM I-4034 group			
gene_assignment	Gene Symbol	gene_assignment	Gene Symbol	gene_assignment	Gene Symbol
NM_031345	↓Tsc22d3	NM_017333	↓Ednrb	NM_012521	↑S100g
NM_053551	↓Pdk4	NM_001106046	↓Adamdec1	FQ225348	–
NM_001106611	↓Lsm3	BC091243	↓Igha	BC098746	–
NM_053600	↓Fez2	NM_012802	↓Pdgfra	BC092582	↓LOC314509
ENSRNOT00000065436	↓Grsf1	NM_031048	↓Lifr	ENSRNOT00000040099	↓LOC502822
NM_001108321	↓Rtp4	NM_017272	↓Aldh1a7	<i>L. paracasei</i> CNCM I-4034 and <i>B. breve</i> CNCM I-4035 groups	
NM_001034012	↓Adamtsl4	ENSRNOT00000057971	↓RGD1564318	gene_assignment	Gene Symbol
ENSRNOT00000053807	–	BC088423	↓IgG-2a	NM_013096	↑Hba-a2
ENSRNOT00000054185	–	BC097960	↓Igj	NM_013096	↑Hba-a2
ENSRNOT00000052628	–	NM_022407	↓Aldh1a1	NM_001111269	↑LOC689064
ENSRNOT00000053902	–	NM_001007728	↓Mpzl1	NM_198776	↑Hbb-b1
ENSRNOT00000054104	–	L22652	↓IgG-2a	<i>L. paracasei</i> CNCM I-4034, <i>B. breve</i> CNCM I-4035 and mixture groups	
ENSRNOT00000053447	–	NM_017043	↓Ptgs1	gene_assignment	Gene Symbol
ENSRNOT00000053929	–	NM_031086	↓Pros1	ENSRNOT00000058247	↓RGD1563231
ENSRNOT00000053402	–	NM_001134469	↓Lrrc49	<i>L. rhamnosus</i> CNCM I-4036, <i>B. breve</i> CNCM I-4035 and mixture groups	
<i>L. rhamnosus</i> CNCM I-4036 and <i>L. paracasei</i> CNCM I-4034 groups		ENSRNOT00000041272	↓RGD1564284	gene_assignment	Gene Symbol
gene_assignment	Gene Symbol	NM_001017502	↓Ccdc117	NM_001077589	↓Rgs16
NM_001107673	↓Slc7a11	NM_017260	↓Alox5ap	NM_001034125	↓Per1
NM_001012174	↓Fkbp5	NM_053566	↓Ptch1	<i>L. rhamnosus</i> CNCM I-4036 and <i>B. breve</i> CNCM I-4035 groups	
ENSRNOT00000053268	–	NM_001009920	↓Gsta5	gene_assignment	Gene Symbol
ENSRNOT00000053276	–	NM_133583	↓Ndrp2	ENSRNOT00000053105	–

<i>B. breve</i> CNCM I-4035 group		BC088423	↓IgG-2a	ENSRNOT00000052978	–
**gene_assignment**	**Gene Symbol**	NM_001105779	↓Nhp2	FQ233900	–
NM_033234	↑Hbb	NM_022508	↓Mthfd1		
ENSRNOT00000053328	–	NM_031523	↑Klk1b3		

Listed genes were selected from the microarray results based on two criteria: 1) Up- or down-regulation ≥ 1.5 -fold compared with Zucker-Lepr^{fa/fa} rats fed the placebo, and 2) expression regulated by at least two of the probiotic strains. Comparisons were made versus Zucker-Lepr^{fa/fa} rats fed the placebo. 

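Most genes that the table lists as inhibited were also lower on average over all 16 ZO rats given a probiotic. Of 36 listed genes, 25 were measured by a probe set of their own, and 24 of these had a negative log2 fold change against the 4 ZO rats on placebo, with a median of -0.43. The exception was *Grsf1*, an RNA-binding protein gene, at 0.03. None of the 25 passed the test over all genes (1 lower when adjusted over the list alone). Besides *Per1* and *Rgs16*, the members included *Slc7a11*, a cystine transporter gene, at 6.59 ± 0.58 (SD, n = 16 rats) on the log2 scale against 7.21 ± 0.37 (SD, n = 4), and *Tsc22d3*, a glucocorticoid-induced gene, at 6.88 ± 0.42 (SD, n = 16) against 7.42 ± 0.29 (SD, n = 4). *Pdk4*, a kinase that restrains glucose oxidation, stood at 10.66 ± 0.36 (SD, n = 16) against 11.15 ± 0.24 (SD, n = 4). The list was lower with adjusted p = 3e-15 (camera), and the call held with adjusted p = 0.0053 with an estimated correlation. Because the study chose the list on these samples, its direction is not independent evidence. Of the 6 genes listed as induced, 4 were measured and all 4 had a positive log2 fold change, among them *Hbb-b1* (0.48), *Hbb* (0.46) and the calcium-binding protein gene *S100g* (0.45), though none passed (0 when adjusted over the list alone). This list, also chosen on these samples and so not independent evidence, was higher with adjusted p = 0.0368 (camera), and adjusted p = 0.397 with an estimated correlation. Of the 12 genes that the study took to qRT-PCR, 9 were measured and 8 had a negative log2 fold change (0 passed over all genes, 2 lower when adjusted over the list alone). Their list was lower with adjusted p = 3.1e-07 (camera), and the call held with adjusted p = 0.00586 with an estimated correlation, again for genes chosen on these samples and so not as independent evidence. Members not named above were *Fkbp5*, a chaperone gene (log2 fold change -0.46), *Nfkbia*, an inhibitor of NF-κB (-0.17), and *Nfkb1* (0.11). The other listed genes were the kallikrein gene *Klk1b3* (0.19) among the induced, and among the inhibited *Lifr*, a cytokine receptor gene (-0.59), *Ndrg2* (-0.43), the protein S gene *Pros1* (-0.37), *Lrrc49* (-0.34), *Ccdc117* (-0.31), *Aldh1a1* (-0.30), *Mpzl1* (-0.29), the RNA-binding gene *Lsm3* (-0.28), *Adamtsl4* (-0.26), *Fez2* (-0.26), *Rtp4* (-0.20), *Nhp2* (-0.19) and the folate enzyme gene *Mthfd1* (-0.18). The reference genes of the qRT-PCR, *Actb* and *Gapdh*, had log2 fold changes of -0.00 and -0.03.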

Inhibited genes appear as ↓, whereas induced genes appear as ↑. Genes lacking name or symbol are of unknown function (dash). n=4 rats per group.

Supplementary Table 3. Validation of microarray results for obese Zucker-Lepr^{fa/fa} rats that received probiotic strains

Intestinal mucosa genes (qRT-PCR)	Mixture	<i>P</i> value	<i>B. breve</i> CNCM I-4035	<i>P</i> value	<i>L. rhamnosus</i> CNCM I-4036	<i>P</i> value	<i>L. paracasei</i> CNCM I-4034	<i>P</i> value
Rgs16	-1.4475	0.045	-1.1794	0.0169	1.3041	0.0061		0.0229
Per1	-1.1103		-1.0346		-1.1194			
Slc7a11	↓-1.562				-1.5256		-1.4578	
Fkbp5					↓-1.8928		↓-1.4582	
Alox5ap	↓-2.0045	<0.001	↓-1.7617	0.0169	-1.5037	0.14	↓-1.6926	0.0016
Ednrb	-1.2308		↓-2.2192	0.0063	-2.3345		↓-1.8782	0.0004
Adamdec1	↓-1.6176	0.0429	↓-3.3604	<0.001	↓-3.3349	<0.001	↓-2.7512	<0.001
Ptgs1	-1.2382		↓-1.6275	0.0004	-1.4031	0.14	↓-1.3756	0.006
Tlr9	-1.0266		-1.0109		1.8727		1.4146	0.0611
Naip	1.0523		↓-1.58	0.0409	1.0592		-1.32	
Nfkbia	1.0191		1.04		1.0348		1.0373	
Nfkb1	-1.003		-1.0792		1.0121		-1.12	

This table shows the fold change in gene expression as quantitated by qRT-PCR, as well as the statistical significance (*P* value) compared with Zucker-Lepr^{fa/fa} rats fed the placebo. Inhibited genes appear as ↓. n=8 rats per group.

How the deposited data were processed for this re-analysis (not part of the article)

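The intestinal mucosa of 32 male rats was measured on Affymetrix Rat Gene 1.1 ST arrays, with 1 array per rat. The rats were 4 ZL rats and 4 ZO rats at baseline, 4 ZL rats and 4 ZO rats after 30 days of placebo, and 16 ZO rats after 30 days of a probiotic. Conditions were taken from the sample labels and the experimental design in the paper. The labels give the same age for all rats, against the baseline and 30-day groups of the paper, so the age was not used and the comparisons over time rest on the group names and the paper's design. The labels of the 16 rats given a probiotic name no strain, so comparisons of single strains are not reported here.

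The authors scanned the arrays on a GeneTitan and used the Command Console (AGCC 3.1) and the Expression Console (EE 1.1). Their methods name RMA for the value of each probe set, also with the Partek Genomics Suite 6.10, and do not say which program made the deposited table. The submitters' processing notes name the Affymetrix Expression Console, without a version. Each value of the deposited table is a score with no fixed range, because the decimal point of the authors' log2 RMA signal was lost for nearly all values. The choice of tests had assumed log2 RMA values, and the tests were run after the point was put back. It was placed after the second digit where the first 2 digits were 10 to 13, and otherwise after the first digit. Values that had kept a point ran from 2.22 to 13.11, and 0 values without a point began with 14. The rule takes it that no value lay between 1 and 1.4, which it would read as 10 to 14, and this cannot be checked on the table alone. Of 63652 values placed at 10 or above, 8 would lie nearer to the median of their probe set on the other arrays if placed at 1, of which 4 are on C13 (*Akp3*, *Slc37a2*, *Sult6b2* and *Cyp2s1*), while the lowest value of the table was 1.58. The averaging of probe sets to genes and the removal of background that the methods describe after RMA were not repeated. Depth does not apply to arrays, whose precision is limited by the number of rats. The median standard error of a log2 fold change was 0.114 for 4 rats against 4 and 0.0899 for 16 against 4.

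Probe sets were named by the platform's gene table, and older symbols were updated by gene ID from a reference of rat genes, which held 18460 of the IDs and changed 0 symbols. A gene was analysed where a probe set carries its symbol alone (18644 probe sets, 17245 genes, 879 of them with several probe sets). Another 962 probe sets carry several symbols and 9608 none. *Ednrb*, *Tlr9* and *Naip6* were not analysed here.

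Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes), after reading the table with data.table 1.17.8. All 32 arrays entered 1 model of 5 group means, which share 1 estimate of the spread. Tested were ZO placebo against ZO baseline, ZL placebo against ZL baseline, the difference between these, ZO against ZL at baseline and on placebo, and ZO probiotic against ZO placebo and against ZL placebo. A probe set passed at a Benjamini-Hochberg adjusted p under 0.05 over all 29214 probe sets, with no minimum fold. Exact permutation tests were two-sided. The 33 gene lists were tested with camera at a preset correlation of 0.01 on 1 probe set per gene, and adjusted over the lists of a comparison. Of the 33 lists, 14, 2, 2, 8, 10, 11 and 17 passed in the comparisons in the order above, 0, 0, 0, 0, 1, 3 and 2 with an estimated correlation, and 15, 3, 7, 8, 10, 11 and 18 without C13, which gave 0, 0, 0, 0, 1, 3 and 2 with an estimated correlation. The methods were tested on simulated data with the group sizes of the series. With 4 rats against 4, 56% of 1.5-fold changes and 93% of 2-fold changes were called, with 10 false calls. With 16 against 4 these were 75% and 95%, with 7 false calls. The simulated values varied independently between probe sets, with the same spread in all groups, which need not hold on the arrays. On the arrays, other splits gave up to 510 calls for ZL rats over time and 250 for the genotypes at baseline. The false calls of the simulation therefore say little about those on the arrays.

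The groups, comparisons, tests, gene lists, rule for named genes and alternatives were chosen before the data were examined. Named are all genes that the study names, and the 10 genes with the largest rise and the 10 with the largest fall past the threshold for each of the 2 comparisons of the study. For the other comparisons these were 5 and 5, and where none passed, the 5 with the smallest p in each direction. Within a list, up to 4 members are named. Values of the study's own tables had been seen when the rule was set. Probe sets 10817759 and 10772514 lie outside the rule and were chosen after their values were seen.

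The alternatives were quantile normalization between arrays, centring of arrays on their median, leaving out the lowest 30% of probe sets by mean, 1 probe set per gene, a model of only the groups compared, array weights, eBayes with trend and robust settings (with statmod 1.5.0), the last digit of the rat number as a replicate block, the unpaired test that the statistics section names for changes over the 30 days, thresholds with a 1.5-fold change, and leaving out each rat of the groups of 4. For the probiotic rats, the first digit of the rat number was also used to form 4 sets. The ANOVA between strains that the statistics section names was not run, as the labels name no strain. The gene lists without ZL placebo rat C13, the lists without the genes of the study and the other placement of the point in 8 values were added after seeing the data. The hierarchical cluster of the supplement, the qRT-PCR, the protein measurements and the serum measurements were not analysed here.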

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

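The patterns weighed in this part were found in the data, and of the tests on them those of a poor hybridization and of more enterocytes were chosen only after the result was seen.

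Sample values far from the others of their group were found for 4 of 60 tests (15 measures in 4 groups of 4 rats), where chance gives 3. The gap to the nearest rat, as a share of the range of the group, was 0.935 for *Fkbp5* in ZL baseline rat C3, 0.880 for *Adamdec1* in ZO baseline rat Z2, 0.8294 for *Alox5ap* in ZL placebo rat C16 and 0.895 for the 2nd principal component in ZO placebo rat Z16. Without Z2, the log2 fold change of *Adamdec1* between ZO placebo and ZO baseline was 1.61.

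Probe set 10817759, which has no gene symbol, differed between ZO and ZL rats in its change over 30 days by 3.89 on the log2 scale (test of the difference itself in limma). It was 17.8-fold higher in ZO than in ZL rats on placebo, and no explanation was tested.

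A first pattern is the array of ZL placebo rat C13, which stands apart in genes that vary along the gut, such as *Fgf19*, an ileal hormone induced by bile acids, at 3.61 on C13 against a mean of 9.69 on the other 31 arrays, and the ileal bile acid transporter gene *Slc10a2*, at 7.01 against 10.74. Labels exchanged within the series would need a partner, and 0 other arrays had a score of proximal minus distal markers nearer to that of C13 than to the median, which argues against such an exchange. On a poor hybridization, the deviation of arrays from their group does not decide. At least as much was seen on 3 other ZL arrays, all at baseline, while within the ZL placebo group C13 deviated most (0.105 against 0.0836 to 0.101). It also had the lowest array weight of the ZL arrays, 0.463. Another stretch of the gut is a candidate explanation. On 14 markers outside those that had first drawn attention, the score of C13 was -1.14, 1.04 above the highest of the others. Of these, *Gip*, *Cck*, *Sct* and *Gcg* also belonged to the enteroendocrine list, which was tested in all comparisons. On C13, 7 of 8 proximal markers lay above and 5 of 6 distal markers below the mean of the others (exceptions *Sct* and *Slc9a3*). The median of C13 (4.89) and its interquartile range (4.24) lay within those of the other arrays. These values argue against a poor hybridization as the whole cause. A difference between rats of the group stays open as untested.

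A second pattern is the higher level of fatty acid oxidation genes in ZO than in ZL rats on placebo (median log2 fold change 0.73). The paper does not discuss these genes, apart from listing *Pdk4* as inhibited by a probiotic. With the score of proximal minus distal markers as a covariate and without C13, the difference of the list's mean was 1.04 (standard error 0.19), and 1.05 without the covariate, which argues against another stretch of the gut as the whole cause. With the 6 enterocyte markers that have room on the scale for the whole difference as the covariate instead, it was 1.01 (standard error 0.20). This covariate decides little, because *Lct*, also a proximal marker, varied most between rats (standard error 0.609, against 0.0371 to 0.234 for the others). Over all arrays the others differed by -0.0821 (*Vil1*) to 0.308 (*Apoa4*), against 0.998 for the list's mean. These differences argue against more enterocytes as the whole cause. A part stays open, as the mean of the 6 markers differed by 0.133 (standard error 0.158), or 0.236 without C13 (standard error 0.166). Without C13 the enterocyte list was higher with adjusted p = 0.0474 (camera), and adjusted p = 0.681 with an estimated correlation. At baseline, before the obesity, the median was 0.32, and the change over time was larger in ZO than in ZL rats by a median of 0.45, with none of the 13 genes past the threshold in either, so that the genotype before obesity and what followed in the 30 days both stay open.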

How the results depend on the processing

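The alternatives were set with the comparisons, and only the gene lists without C13 or without genes of the study and another placement of the point in 8 values were chosen after the result was seen. Of 85 gene values past the threshold, 1 reversed (*Slc37a2* between ZO probiotic and ZL placebo, 0.378 with the point after the first digit), 16 passed under all alternatives run and 69 did not pass under at least 1, while of 86 not past it 18 passed under at least 1 (other than an unadjusted p) and 8 reversed, and the cause was not tested. Numbers of probe sets past the threshold that moved by over 1.5 times were as follows. ZL placebo against ZL baseline (266, of which 214 higher and 52 lower) gave 66 with quantile normalization (42 higher, 24 lower), 85 with centred arrays (52 and 33), 0 with only its groups, 73 with array weights, 0 with the replicate block and 81 with a 1.5-fold minimum. ZO placebo against ZO baseline (398) gave 1231 with array weights, 0 with the replicate block and 221 with the minimum. ZO against ZL on placebo (304) gave 118 with only its groups, 673 with array weights, 45 with the replicate block and 173 with the minimum. The difference between genotypes in the change over time (1) gave 4 with 1 probe set per gene (*Hsd3b2*, *Bco2*, *Ndrg3* and *Ramac*) and 3 with only its groups (*Acot1* among them). ZO probiotic against ZO placebo (1) gave 0 with quantile normalization, 1 probe set per gene, only its groups, trend and robust settings, the replicate block, 4 sets of rat numbers and the minimum. ZO probiotic against ZL placebo (1360) gave 404 with the minimum. With an unadjusted p and 1.5-fold the numbers were 715 (ZO over time), 470 (ZL over time), 571 (difference between genotypes), 540 (genotypes on placebo), 178 (genotypes at baseline), 36 (probiotic against placebo) and 709 (probiotic against ZL placebo). The unpaired test that the methods name for changes over time gave, in the same order without the difference between genotypes, 4213, 2717, 3345, 1706, 1526 and 5090 unadjusted, and 28, 1, 25, 0 and 0 adjusted for the first 5. With it, *Adamdec1* passed unadjusted between ZO placebo and baseline (1.18, unadjusted p = 0.0442). Leaving out 1 rat gave 172 to 511 (ZO over time), 32 to 1281 (ZL over time), 1 to 6 (difference), 115 to 383 (genotypes on placebo), 0 to 307 (genotypes at baseline), 0 to 2 (probiotic against placebo) and 684 to 1498 (probiotic against ZL placebo). For *Adamdec1* it gave 1.01 to 1.61 after placebo and -0.87 to -0.59 on a probiotic, and for *Ptgs1* -0.25 to 0.05 and -0.58 to -0.41. Signs turned for *Ptgs1* after placebo in ZO rats (0.0918 with the block, 0.0514 without Z1, 0.00 without Z2, 0.02 without Z13, 0.03 without Z15) and in ZL rats (-0.56 with the block, -0.09 without C4, -0.11 without C16, up to 0.399 without C3), for *Cd40* in ZL rats (-0.0305 centred, -0.0177 weighted, -0.0801 without C1, -0.01 without C2, -0.03 without C13, up to 0.114 without C4) and in ZO rats (0.28 with the block, 0.0389 without Z2, down to -0.266 without Z1), for *Actb* (0.0236 quantile, 0.0052 centred, 0.00457 without Z15, 0.0159 without Z16, down to -0.0174 without Z11) and *Rtp4* (0.0376 without Z11, down to -0.32 without Z13) on a probiotic, and for the difference between genotypes in *Adamdec1* (-0.13 without C3, up to 0.833 without C1) and *Ptgs1* (0.04 without C4, 0.0581 without C16, down to -0.45 without C3). The gene lists called fell from 64 to 6 with an estimated correlation, and were 64 with the mean of all probe sets and 72 without C13. The correlation of fold changes described under the other observations went from -0.40 to -0.166, -0.184, -0.0804, -0.0675, -0.0256 and -0.0428 in the 6 splits of the placebo rats. Correlations of deviations between rats of the same number ran from -0.0623 to 0.241. The groups over time share only 2 last digits, so for changes over time the counts and signs with the block rest on few rats and decide little. The alternatives for *Ednrb* were not run. Arrays give no depth, and the signal of several enterocyte markers lies near the top of the scale.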

Differences from the paper's values

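No test here was chosen after the result was seen. The paper's values come from Supplementary Tables 1 and 3 and were measured by qRT-PCR with 8 rats per group, while the values set beside them are signed fold changes on the arrays, with 4 rats per group or 16 on a probiotic. The groups of Supplementary Table 3 are single strains, whereas the value set beside each is that of all 16 rats given a probiotic, a wider group. A value was taken to differ when its sign was opposite, or when the gap on the log2 scale exceeded the spread, the larger SD of the 2 groups. For *Adamdec1* and *Ptgs1* a gap of over 1.5-fold also counted. Values given below as differing did so by this rule under all alternatives set before the data were examined.

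For ZO rats after placebo against baseline, the paper's value for *Adamdec1* is 5.941, against 2.27 here. The paper's value for *Ptgs1* is 1.46, against -1.04 here. The values for *Slc7a11* (the paper's -1.548, here -1.58), *Fkbp5* (the paper's -1.395, here -1.17) and *Nfkbia* (the paper's -1.18, here -1.19) did not differ by more than the spread between rats, except for *Fkbp5* without Z3 (-1.10) or Z13 (-1.06).

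For ZO rats on a probiotic against placebo, the paper's values for *Adamdec1* are -3.3604 (*B. breve*) and -3.3349 (*L. rhamnosus*), against -1.68 here. Its value for *L. paracasei*, -2.7512, lies within the spread and differs only by the 1.5-fold limit, while its value for the mixture, -1.6176, does not differ. The paper's values for *Rgs16* are -1.1794 (*B. breve*) and 1.3041 (*L. rhamnosus*), against -1.67 here, while its value for the mixture, -1.4475, lies within the spread. For *Per1* the paper's values are -1.1103 (mixture), -1.0346 (*B. breve*) and -1.1194 (*L. rhamnosus*), against -1.71 here. For *Alox5ap* the paper's value with the mixture is -2.0045, against -1.35 here, while its values of -1.7617 (*B. breve*), -1.5037 (*L. rhamnosus*) and -1.6926 (*L. paracasei*) lie within the spread, except that of *B. breve* without Z13 (-1.30 here). For *Nfkbia* the paper's values are 1.04 (*B. breve*), 1.0348 (*L. rhamnosus*) and 1.0373 (*L. paracasei*), against -1.12 here. Its value for the mixture, 1.0191, lies within the spread and differs in sign only. For *Nfkb1* the paper's values are -1.0792 (*B. breve*) and -1.12 (*L. paracasei*), against 1.077 here. Its value for *L. rhamnosus*, 1.0121, does not differ, and that for the mixture, -1.003, lies within the spread and differs in sign only. The values for *Ptgs1*, *Slc7a11* and *Fkbp5* did not differ by more than the spread between rats for any strain given.

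The paper states that *Adamdec1* and *Ptgs1* became induced when ZO rats turned obese, and that their mRNA decreased on probiotics. By western blot and immunofluorescence it also reports more of both proteins in ZO rats after placebo, and less Adamdec1 protein on each strain. Ptgs1 protein did not change on a probiotic in the paper. The arrays measure RNA and do not bear on the protein results. On the arrays *Adamdec1* did not pass after placebo with limma (adjusted p = 0.452) and passed with the unpaired test of the methods at an unadjusted p (p = 0.0442), and *Ptgs1* had a log2 fold change of -0.05. On a probiotic both had negative log2 fold changes that did not pass (adjusted p = 0.998 for both, with limma).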

Other observations

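The tests of lists without the study's genes followed from the lists' results, and that of chance between the placebo rats that the comparisons do not share after splitting was chosen only after the result was seen.

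Set against ZL rats on placebo, the 16 ZO rats given a probiotic had a higher level of *Hsd3b2* and of 11 of 13 fatty acid oxidation genes, and a lower level of *Bco2*. *Hsd3b2* was 14.7-fold higher, at 8.42 ± 0.55 (SD, n = 16 rats) on the log2 scale, and *Bco2* was lower, at 7.30 ± 0.26 (SD, n = 16; log2 fold change -1.78, limma adjusted p = 5.65e-07). *Alox5ap*, which activates arachidonate lipoxygenase, was 2.24-fold lower, in 16 of 16 rats (limma, adjusted p = 0.00336), and the lipoxygenase gene *Alox5* had a log2 fold change of -1.26. *Ptgs1* was 2.10-fold lower, in 16 of 16 rats (limma, adjusted p = 0.0112). In all, 613 probe sets were higher and 747 lower. The other largest differences were *Acot1* (log2 fold change 2.49), *Chrna2* (2.30), *Slc27a2* (2.26), *Eci1* (2.17), the monooxygenase gene *Cyp1a1* (-1.81), the mast cell protease gene *Mcpt1* (-1.74), the lipoprotein receptor gene *Scarb1* (-1.65) and the sugar phosphate transporter gene *Slc37a2* (-2.15, or 0.38 if its value on C13 has the point after the first digit). Of the 13 genes of fatty acid oxidation, 11 were higher and 0 lower (12 higher when adjusted over the list alone) with adjusted p = 2.5e-19 (camera), and adjusted p = 0.0493 with an estimated correlation. Of 14 prostaglandin and leukotriene genes, 6 were lower and 1 higher, *Hpgd* (8 lower and 1 higher when adjusted over the list alone), and the list was lower with adjusted p = 6.6e-05 (camera), and adjusted p = 0.0804 with an estimated correlation. Of 14 macrophage markers, 3 were lower, among them *Itgam* (log2 fold change -0.89) and *Ms4a7* (-1.01), and 10 when adjusted over the list alone. Their list was lower with adjusted p = 5.6e-05 (camera), and adjusted p = 0.342 with an estimated correlation. Of 11 mast cell markers, 3 were lower, among them *Mcpt1* and the receptor gene *Kit* (-0.39), and 5 when adjusted over the list alone. This list was lower with adjusted p = 0.00573 (camera), and adjusted p = 0.34 with an estimated correlation. The number of probe sets past the threshold was 684 without ZL placebo rat C13 and 746 without C16, and the calls of *Scarb1*, *Mcpt1*, *Slc37a2* and *Ms4a7* ended without either, those of *Itgam*, *Itgax*, *Pyy* and *Nts* without C13, and those of *Ptgs1*, *Alox5*, *Alox5ap* and *Kit* without C16. The call of *Flt3* ended without either of them or C15, and that of *Isg15* without C15.

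Of 12 dendritic cell markers, 2 were lower, *Itgax* (log2 fold change -0.99) and *Flt3* (-0.78), and 4 when adjusted over the list alone, with adjusted p = 0.0028 for the list (camera), and adjusted p = 0.342 with an estimated correlation. The 10 B and plasma cell markers and the 10 MHC class II genes (1 lower each, and 1 and 2 when adjusted over the list alone) were lower as lists with adjusted p = 0.0107 and 0.018 (camera), and adjusted p = 0.494 and 0.52 with an estimated correlation. The 10 fibroblast markers and 12 cell division genes (0 passed, also when adjusted over the list alone) were lower as lists with adjusted p = 0.0396 and 0.00356 (camera), and adjusted p = 0.558 and 0.52 with an estimated correlation. Of 11 glucocorticoid-induced genes, of which the study chose 5, 2 were lower, *Per1* (log2 fold change -1.22) and *Klf9* (-1.14), and 1 was higher and 3 lower when adjusted over the list alone, with adjusted p = 0.0192 for the list (camera), and adjusted p = 0.34 with an estimated correlation. Of 12 enteroendocrine markers, 3 were higher, among them *Pyy* (1.32) and *Nts* (0.77), and 5 when adjusted over the list alone, with adjusted p = 0.00573 for the list (camera), and adjusted p = 0.26 with an estimated correlation. The 8 goblet cell markers (2 higher, and 3 when adjusted over the list alone) and the 14 tight junction genes (1 higher, and 4 when adjusted over the list alone) were higher as lists with adjusted p = 0.00672 and 0.0028 (camera), and adjusted p = 0.26 and 0.252 with an estimated correlation, and without C13 the tight junction list had adjusted p = 0.0536. The 15 interferon-stimulated genes (1 higher, *Isg15*, also when adjusted over the list alone) and the 12 fat absorption genes (3 higher and 1 lower, and 4 and 1 when adjusted over the list alone) were higher as lists with adjusted p = 0.00109 and 0.0292 (camera), and adjusted p = 0.511 and 0.52 with an estimated correlation. Of 9 genes that the study took to qRT-PCR, 3 were lower (3 when adjusted over the list alone), with adjusted p = 6.6e-05 for the list (camera), and adjusted p = 0.0493 with an estimated correlation. Of 25 genes that the study lists as inhibited, 3 were lower (5 lower and 2 higher when adjusted over the list alone), with adjusted p = 0.00101 for the list (camera), and adjusted p = 0.266 with an estimated correlation. These last lists were chosen on these samples and are not independent evidence, which also holds for 2 prostaglandin and leukotriene genes and 1 gene each of the B and plasma cell, fibroblast, interferon-stimulated and fatty acid oxidation lists.

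*Adgre1*, which encodes a surface marker of macrophages, and *Cd40*, a receptor of antigen-presenting cells, did not pass in any comparison of the study. *Adgre1* stood at 5.23 ± 0.20 (SD, n = 4) in ZO rats on placebo, 4.84 ± 0.51 (SD, n = 4) at baseline and 5.12 ± 0.38 (SD, n = 16) on a probiotic. *Cd40* stood at 4.18 ± 0.05 (SD, n = 4), 4.30 ± 0.44 (SD, n = 4) and 4.23 ± 0.14 (SD, n = 16). The adjusted p values (limma) were 0.676 and 0.802 after placebo and 0.998 for both on a probiotic. The means of *Cd40* lay below the array medians (4.79 to 4.97), and those of *Adgre1* lay close to them. Whether the arrays can show a change at such low signals was not tested. The paper's changes of its macrophage marker and of *Cd40* came from qRT-PCR, with more rats on placebo than the 4 here. The array values therefore do not decide on those changes.

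In ZO rats, in a comparison set before the data were seen, fold changes on a probiotic ran opposite to those over 30 days of placebo (correlation across probe sets -0.402, covariance -0.0117), where probe sets are not independent replicates. Of the 398 probe sets past the threshold over time, 68.6% moved back, against 94.9% on average in 100 simulations of unchanged groups. The simulated groups hold no change over time, so their top probe sets are chosen from noise and the 2 shares cannot be compared. In the splits of the placebo rats, 67.0% of the 398 moved back on average (55.3% to 78.4%), though the 398 were chosen on all placebo rats. The placebo rats stand in both comparisons with opposite sign, and in the simulations the covariance had a mean of -0.0120, so that the observed one lay 0.000323 above it, and a true return cannot be told apart from the shared placebo arrays. With the placebo rats split 2 and 2, the mean covariance over 6 splits was -0.00355, and 16 of 100 simulations of unchanged groups gave 1 as low, so chance between the unshared placebo rats may account for what is left.

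A hypothesis of lower glucocorticoid-induced genes on a probiotic was tested on the 6 members that the study does not name. Of these, 5 had a negative log2 fold change, with a median of -0.11, and camera gave p = 0.0230 with the preset and p = 0.0651 with an estimated correlation. A p of at least 0.05 with an estimated correlation had been set as the sign that genes the study chose carry the list, and with 6 members this cannot be told apart from a change of the whole list.

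Other splits of the same arrays were used to ask whether chance could give the number of probe sets past the threshold. Chance is unlikely for ZO placebo against ZO baseline (1 of 35 splits as large, 398 real, 0 the highest other), for ZO against ZL on placebo (1 of 35, 304 real, 4 the highest other) and for ZO probiotic against ZL placebo (1 of 100, 1360 real, 2 the highest other). These shares do not exclude it, as 1 of 35 is the smallest that 35 splits can give. The shares were also not corrected over the comparisons. Chance cannot be excluded for ZL placebo against ZL baseline (2 of 35, 266 real, 510 the highest other). For ZO probiotic against ZO placebo, 4 of 100 splits gave at least the 1 real probe set (2 the highest other), a share that on its own would make chance unlikely. Nothing is concluded from a single call that ended under several settings and without any 1 of 8 rats. The 1205 unadjusted calls lie below the 1460.7 that chance gives, while the 2563 with array weights lie above it. For the difference between genotypes in the change over time, chance cannot be excluded for the count (14 of 100, 1 real, 522 the highest other), while the probe set behind it, 10817759, had an adjusted p of 1.8e-07 of its own and kept its call without each single rat. For ZO against ZL at baseline the real number is 0, so that every split is as large (35 of 35, 250 the highest other) and the splits say nothing about chance. The splits with 522 and 250 calls point to a structure of the samples, which was not tested.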
